# Oxaliplatin resistance is enhanced by saracatinib via upregulation Wnt-ABCG1 signaling in hepatocellular carcinoma

**DOI:** 10.1186/s12885-019-6480-9

**Published:** 2020-01-13

**Authors:** Xia Liao, Ge Song, Zihan Xu, Yang Bu, Fan Chang, Fengan Jia, Xuelian Xiao, Xuejiao Ren, Mei Zhang, Qingan Jia

**Keywords:** Hepatocellular carcinoma, Oxaliplatin resistance, Saracatinib, Wnt signaling, ABCG1

## Abstract

**Background:**

Chemo-resistance in hepatocellular carcinoma (HCC) is a major problem, and acquired drug resistance prevents cancer therapies from achieving complete responses. Molecular targeting therapy presents an opportunity to impede tumor through combination or sequential therapy, while the accurate effect is vague.

**Methods:**

The efficacy of combinations between oxaliplatin and anti-cancer molecular targeting drugs was screened. Strangely, the combined chemotherapy with oxaliplatin and saracatinib induced significantly antagonistic effects. Then the antitumor effects of combined treatment with saracatinib and oxaliplatin were confirmed in wide type HCC as well as in saracatinib- and oxaliplatin-resistant HCC. RNA sequencing was used to explore the resistance mechanism, and the roles of ATP-binding cassette transporter *G1* (*ABCG1)* and Wnt signaling in oxaliplatin resistance were confirmed.

**Results:**

Chemotherapy with oxaliplatin and saracatinib individually induced strong anti-HCC effects, while combined or sequential treatment of HCC cells with these two drugs exhibited reduced efficacy compared to treatment with the single drugs. And it was saracatinib treatment caused oxaliplatin resistance. RNA sequencing revealed 458 genes that were altered by treatment with saracatinib and oxaliplatin. Of these, the gene encoding *ABCG1* and Wnt-associated genes were significantly upregulated. Upregulation of *ABCG1* and oxaliplatin resistance were associated with activation of Wnt signaling. Interference with *ABCG1* expression or inhibition of Wnt signaling resulted in reversal of the saracatinib-induced oxaliplatin resistance in HCC.

**Conclusions:**

These studies demonstrated that combined or sequential chemotherapy with oxaliplatin and saracatinib reduced antitumor efficacy, and this antagonism was attributed to the activation of Wnt signaling and upregulation of *ABCG1* by saracatinib.

## Background

In clinical practice, more than 70% of patients with HCC are diagnosed at an advanced stage and are treated with a non-radical surgical regimen, including transcatheter arterial chemoembolization (TACE) and systemic chemotherapy [1]. Oxaliplatin has commonly been used, although the efficacy of oxaliplatin for HCC is poor, due to the presence of both intrinsic and acquired resistance. Oxaliplatin resistance in HCC is a major medical problem, and methods for improvement of the response to this chemotherapeutic are urgently needed [2]. Molecular targeting therapy presents a therapeutic opportunity to impede tumor relapse and reverse drug resistance, while the accurate combined effect is not yet clear in HCC.

In this study, the efficacy of combinations between oxaliplatin and anti-cancer molecular targeting drugs was screened, and saracatinib treatment actually induced resistance to oxaliplatin treatment was proved. Then we evaluated the response of HCC to oxaliplatin and saracatinib in vitro and in vivo, and RNA sequencing revealed that the antagonistic relationship between saracatinib and oxaliplatin stemmed from activation of the Wnt signaling pathway, resulting in increased expression of the ATP-binding cassette transporter *G1 ABCG1*. Finally, we proved interference with *ABCG1* expression or inhibition of Wnt signaling resulted in reversal of the saracatinib-induced oxaliplatin resistance in HCC. These findings indicate that combination or sequential therapy with oxaliplatin and saracatinib have negative effects on HCC via upregulation Wnt-ABCG1 signaling.

## Methods

### Cell lines and animals

Human HCC cell lines MHCC97L, which has high metastatic potential (established at Fudan University, Shanghai, China; RRID: CVCL_4973), and Hep3B, which has low metastatic potential (American Type Culture Collection, Rockville, MD, USA; RRID: CVCL_0326), were obtained from the Liver Cancer Institute of Fudan University (Shanghai, China). All cells were maintained in Dulbecco’s Modified Eagle’s Medium (DMEM; GIBCO, Grand Island, NY, USA) and supplemented with 10% fetal bovine serum (FBS; GIBCO) at 37 °C in a humidified incubator with 5% CO_2_. Cells were routinely screened for the presence of mycoplasma (Mycoplasma Detection Kit, Roche Diagnostics, Indianapolis, IN, USA).

Male BALB/c nu/nu mice (aged 4–6 weeks and weighing approximately 20 g) were obtained from the Chinese Academy of Science (SLRC, Shanghai, China) and raised in a controlled environment with 25 °C under standard pathogen-free conditions and a natural light/dark cycle (morning 8:00; afternoon 8:00), and were provided with water and standard diet. Animal protocols were approved by the ethics committee on Experimental Animals of Xi’an Jiaotong University.

### Reagents and antibodies

Oxaliplatin, and Src inhibitor saracatinib (AZD0530) were used for the construction of drug-resistant cell lines, and other anti-cancer molecular targeting drugs were purchased from ApexBio (Houston, TX, USA) and Selleck (Houston, TX, USA). Monoclonal antibodies to the following proteins were used in western blot: E-cadherin, vimentin, PCNA, FZD8, DKK1, AXIN2, WNT6, and β-catenin (purchased from Abcam, Cambridge, MA, USA) and p-LRP6, GSK-3β, AXIN2, cyclin D1, SRC, OCT4, ABCG1, and BCL-2 (purchased from Proteintech, Chicago, IL, USA).

### In vitro drug sensitivity assay

MHCC97L cells were seeded in 96-well plates at 2500 cells per well. Twelve hours after plating, cells were treated with anti-cancer molecular targeting drugs library (including 29 inhibitors in PI3K, MAPK signaling et al). After 72 h of incubation at 37 °C in a 5% CO2 humidified incubator, cell viability was analyzed using Cell Counting Kit 8 (CCK8; Dojindo, Gaithersburg, MD, USA). The drugs were stored and diluted according to the manufacturers’ instructions.

### Generation of oxaliplatin- and saracatinib-resistant HCC cell lines

MHCC97L and Hep3B cells were grown in T_25_ flasks and treated with saracatinib (2 μmol/L and 1 μmol/L) followed by the addition of increasingly higher concentrations of saracatinib until the MHCC97L cells became stably resistant to 4 μmol/L saracatinib and the Hep3B cells became stably resistant to 2 μmol/L saracatinib. These resistant cells were re-named MHCC97L-Src and Hep3B-Src. Oxaliplatin-resistant HCC cell lines were generated as previously described [3]. MHCC97L cells that were stably resistant to 2 μmol/L oxaliplatin were re-named MHCC97L-Oxa, and Hep3B cells that were stably resistant to 1 μmol/L oxaliplatin were re-named Hep3B-Oxa.

### RNA interference

The siRNA duplexes for *ABCG1* were chemically synthesized by Qiagen, Inc. (Valencia, CA, USA). The following *ABCG1* siRNA sequences were constructed: 5′-CGTGGATGAGGTTGAGACA-3′(forward) and 5′-GGTGGACAACAACTTCACA-3′ (reverse). 

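GENCODE release 29 places ABCG1 (NCBI gene number 9619, ATP binding cassette subfamily G member 1) on chromosome 21 of GRCh38, from 42199689 to 42297244 on the + strand. It lists 11 transcripts for the gene, 7 of them coding for protein. Both printed siRNA sequences, of 19 nucleotides each, were compared in either orientation with the 206694 spliced transcripts of that release. These are human transcripts only, so a match to ABCG1 of another species was not tested. CGTGGATGAGGTTGAGACA had no exact match in any transcript, and its closest site in an ABCG1 transcript had 5 mismatches. GGTGGACAACAACTTCACA also had no exact match, and its closest site in an ABCG1 transcript had 5 mismatches. Of 1000 random shuffles of the bases of each sequence, 14.8% for CGTGGATGAGGTTGAGACA and 11.4% for GGTGGACAACAACTTCACA came as close to an ABCG1 transcript. With at most 2 mismatches, CGTGGATGAGGTTGAGACA matched transcripts of 3 genes and GGTGGACAACAACTTCACA matched transcripts of 2 genes, and ABCG1 was not among them.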

Chemically synthesized mock siRNA (fluorescein-labeled, non-silencing) was also purchased from Qiagen, Inc. The human full-length cDNA of *ABCG1* were obtained from Genesent (shanghai China) and then cloned into the pCDH lentiviral expression vector (System Biosciences). Using the In-Fusion HD Cloning Kit (Takara), the amplified fragment was inserted into the plasmid pCDH (between XbaI and EcoRI sites). Flag-tagged *ABCG1* in pCDH vector was from Genesent (shanghai China).

### Cell viability assay

Wild-type MHCC97L and Hep3B cells were grown in 96-well plates in medium containing 2 μmol/L oxaliplatin and increasing concentrations of saracatinib for 24, 48, 72, and 96 h. Additionally, wild-type MHCC97L and Hep3B cells were grown in medium containing 2 μmol/L saracatinib and increasing concentrations of oxaliplatin for 24, 48, 72, and 96 h. Cell proliferation assays were performed with CCK8. Results were expressed as absorbance of each well at 450 nm (OD450).

### Animal model and treatment procedures

MHCC97L (5 × 10^6^) were implanted subcutaneously into the upper left flank region of mice to establish subcutaneous xenografts. The synergistic effects of the combination therapy of oxaliplatin (10 mg/kg) and saracatinib (20 mg/kg) were evaluated. Twenty nude mice bearing subcutaneous xenografts were randomly divided into the control, oxaliplatin, saracatinib, and oxaliplatin + sorafenib groups (*n* = 5 per group). Tumor weights were evaluated in 4 weeks after the treatments. Another eighteen nude mice bearing subcutaneous xenografts were randomly divided into the oxaliplatin, oxaliplatin + safacatinib, oxaliplatin + saracatinib + siABCG1 groups (*n* = 6 per group). Small interfering RNA ABCG1 was used for local injection every 10 days. Tumor weights were also evaluated in 4 weeks after the treatments. Intraperitoneal injection of pentobarbital (5 mg/kg) combined with cervical spondylolisthesis was used for the sacrifice of mice after the study.

### Colony formation

To investigate the effect of combination treatment with saracatinib and oxaliplatin on HCC cells, MHCC97L and Hep3B (1 × 10^3^ cells/well) were plated in 6-well plates and cultured with DMEM containing 5% FBS with saracatinib (2 μmol/L) and/or oxaliplatin (2 μmol/L). Culture medium was replaced every 3 d, and the colonies were fixed with ice-cold 4% paraformaldehyde after 14 d. Cells were stained with Giemsa (Sigma, St. Louis, MO, USA) and photographed at × 5 magnification.

### RNA sequencing and bioinformatics analysis

RNA sequencing (Shanghai OE Biotech Co. Ltd., China) was used to compared MHCC97L with MHCC97L-Src and MHCC97L with MHCC97L-Oxa. Principal components analysis (PCA) and hierarchical clustering were performed using the R program. PCA was used to visualize differences between groups. Hierarchical cluster analysis was used to evaluate a set of dissimilarities, serving as a “complete” method for analyzing different genes based on the same gene ontology (GO). The GO seq R package was used to perform GO enrichment analysis of different gene clusters. KEGG enrichment analysis of different gene clusters were implemented using the cluster Profiler R package, and the cutoff for significance was set as *p* = 0.05. Raw sequencing data is publicly available at NCBI (GEO accession number GSE129071).

### Cell cycle assays

MHCC97L cells were starved in serum-free medium for 24 h and then grown in oxaliplatin (2 μmol/L) and/or saracatinib (2 μmol/L) for 48 h. Cell cycle analyses and quantification of genomic DNA fragmentation were performed using the Cell Cycle Detection Kit (KeyGen, Nanjing, China) according to the manufacturer’s protocol. Cell cycle distributions were analyzed by flow cytometry using a Becton Dickinson FACS Calibur (Franklin Lakes, NJ, USA).

### Statistical analysis

A two-sided Student’s *t*-test was performed to evaluate the statistical significance of differences in means. Experiments were performed at least three times, and *p* < 0.05 was considered statistically significant. Statistical analyses were performed using SPSS 15.0 software for Windows (SPSS Inc. Chicago, IL, USA).

## Results

### Combination chemotherapy with oxaliplatin and saracatinib exhibited antagonistic effects

The efficacy of combinations between oxaliplatin and anti-cancer molecular targeting drugs was screened. Strangely, the combined chemotherapy with oxaliplatin and saracatinib induced significantly antagonistic effects (Fig. 1a). The HCC cell lines MHCC97L and Hep3B exhibited significant anti-tumor effects with lower proliferation rates than wild-type cells following treatment with oxaliplatin or saracatinib individually; however, combination treatment with the two drugs resulted in a higher proliferation rate, indicating impaired antitumor efficacy with combined treatment (Fig. 1b). To confirm this phenomenon, plate colony formation assays were performed. Compared to untreated cells, colony diameters were significantly decreased following treatment with oxaliplatin (257.51 ± 55.60 μm vs. 705.16 ± 170.81 μm; *p* = 0.041) or saracatinib (287.57 ± 71.36 μm vs. 705.16 ± 170.81 μm; *p* = 0.0025) individually. Combination therapy, on the other hand, resulted in larger colony diameters than oxaliplatin (455.16 ± 86.12 μm vs. 257.51 ± 55.60 μm; *p* = 0.0086) or saracatinib (455.16 ± 86.1 μm vs. 287.25 ± 71.36 μm; *p* = 0.0245) treatment alone (Fig. 1c). Next, we analyzed the cell cycle distributions to further evaluate the observed changes in cell proliferation. The percentages of cells in S phase decreased following treatment with either oxaliplatin (22.321 ± 0.67% vs. 29.48 ± 1.06%; *p*<0.0001) or saracatinib (23.59 ± 1.76% vs. 29.48 ± 1.06%; *p* = 0.003). Combination therapy with oxaliplatin and saracatinib resulted in significantly increased percentages of cells in S phase compared to treatment with oxaliplatin (26.55 ± 0.39% vs. 22.321 ± 0.67%; *p*<0.0001) or saracatinib (26.55 ± 0.39% vs. 23.59 ± 1.76%; *p* = 0.0026) individually (Fig. 1d). Furthermore, the tumor weight of the subcutaneous xenografts were larger in the combination treatment group than oxaliplatin (3.06 ± 0.16 g vs. 1.51 ± 0.39 g; *p* = 0.0005) or saracatinib (3.06 ± 0.16 g vs. 1.97 ± 0.32 μm; *p* = 0.0008) treatment alone (Fig. 1e).

**Fig. 1:**
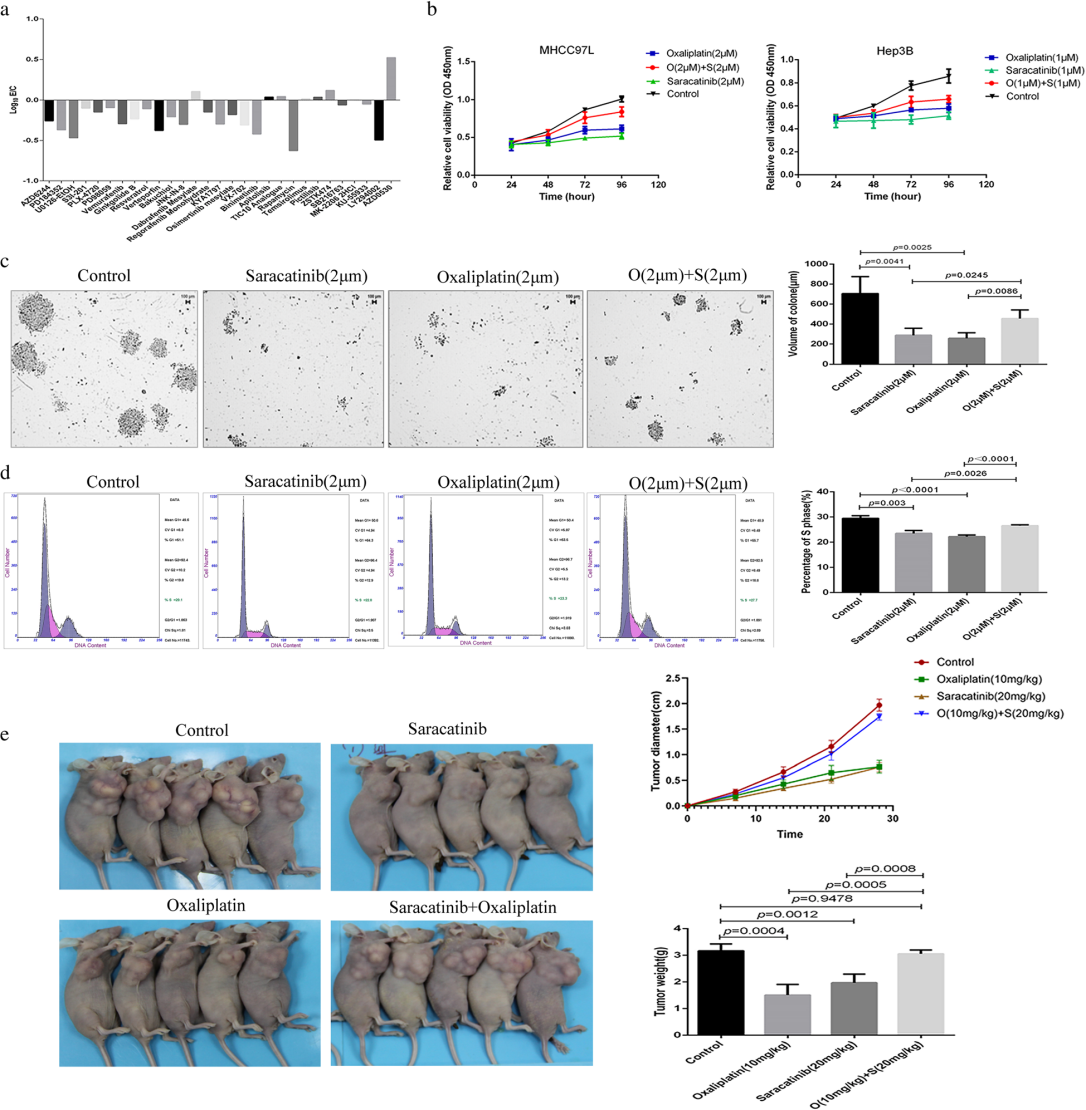
Combination chemotherapy using oxaliplatin and saracatinib induced antagonistic effects on HCC cells. (**a**) The efficacy of combinations between oxaliplatin and anti-cancer molecular targeting drugs was screened, and the combined chemotherapy with oxaliplatin and saracatinib induced significantly antagonistic effects. (**b**) Cell viability assays of MHCC97L and Hep3B cells treated with oxaliplatin or saracatinib individually or in combination. (**c**) Colony formation assays were performed on HCC cells following treatment with either oxaliplatin or saracatinib individually or with both drugs combined. Data are shown as cell colony diameters. (**d**) The cell cycle distributions were analyzed, and the proportions of cells in S phase were determined for HCC cell lines treated with oxaliplatin or saracatinib individually or in combination. (**e**) The tumor weight of the subcutaneous xenografts were larger in the combination treatment group than treatment with the single drugs

We next revalidated the effects of the combined therapy on the response of HCC cells. MHCC97L (130.6 ± 16.62 μmol/L vs. 20.85 ± 4.86 μmol/L; *p* = 0.0063) and Hep3B (28.67 ± 5.59 μmol/L vs. 5.29 ± 1.29 μmol/L; *p* = 0.0247) cells exhibited significantly increased IC_50_ values in response to oxaliplatin when treated with saracatinib. Interestingly, however, MHCC97L (0.79 ± 0.11 μmol/L vs. 4.81 ± 0.57 μmol/L; *p* = 0.0056) and Hep3B (2.05 ± 0.32 μmol/L vs. 2.62 ± 0.47 μmol/L; *p* = 0.0631) cells exhibited reduced IC_50_ values in response to saracatinib when treated with oxaliplatin as well (Fig. 2a). These findings suggest that saracatinib treatment in combination with oxaliplatin increases oxaliplatin resistance in HCC, and it was the treatment with saracatinib caused oxaliplatin resistance. Additionally, we investigated the effects of the two chemotherapy drugs on protein expression in the two HCC cell lines MHCC97L and Hep3B. Oxaliplatin treatment led to the downregulation of PCNA and the occurrence of EMT, which was associated with the upregulation of vimentin and the downregulation of E-cadherin. Conversely, saracatinib not only downregulated PCNA expression but also reversed the EMT. MHCC97L and Hep3B treated with both oxaliplatin and saracatinib exhibited partial upregulation of PCNA and reversion of EMT (Fig. 2b). These findings suggest that saracatinib treatment in combination with oxaliplatin reduces the antitumor efficacy of these drugs on HCC cells, but reverses the negative effect of EMT induced by oxaliplatin.

**Fig. 2:**
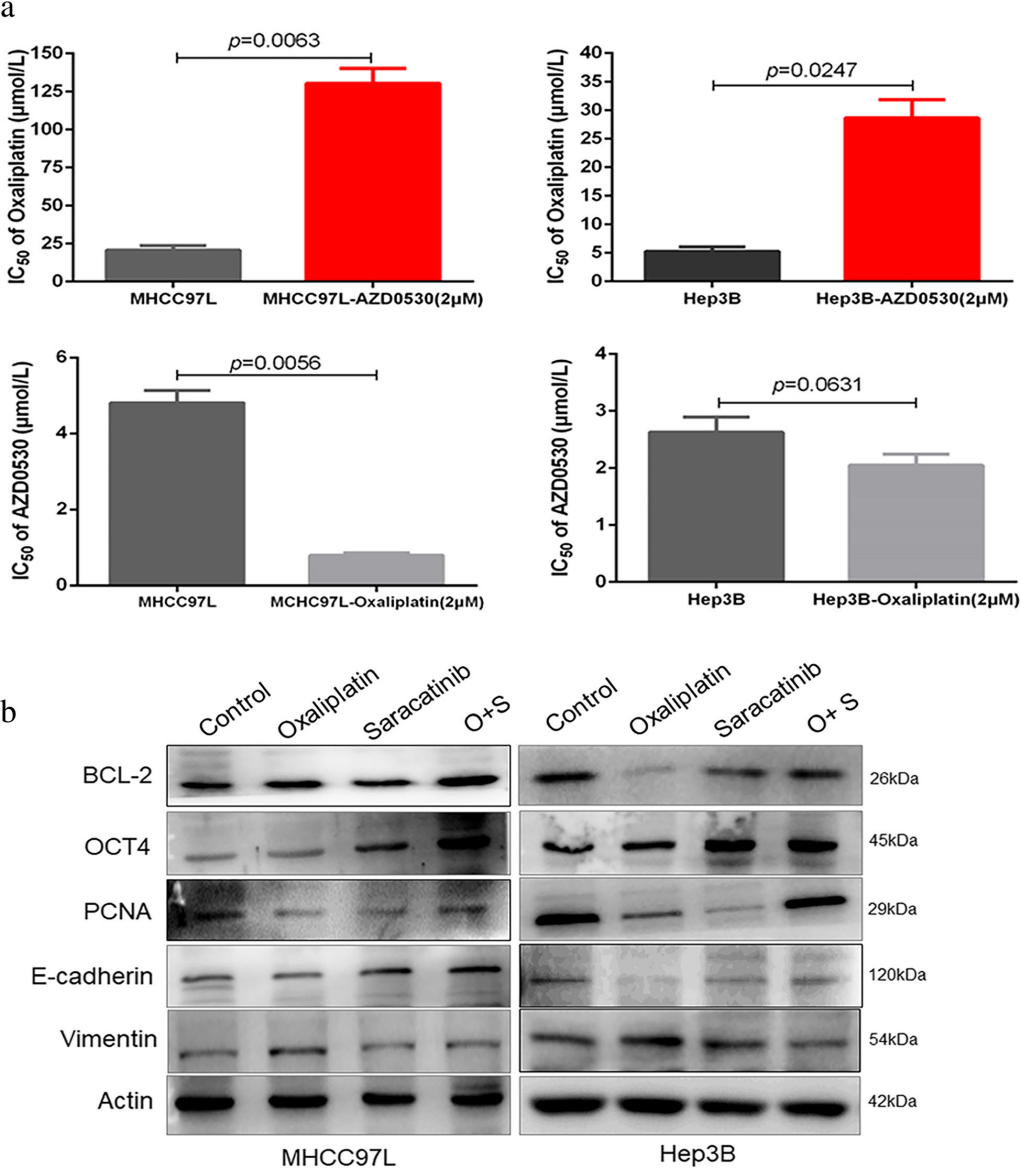
Reconfirmation of the antagonistic effects using oxaliplatin and saracatinib on HCC cells. (**a**) The effects of the combined therapy on the response of HCC cells to different concentrations of chemotherapy drugs were assessed in HCC cell lines via measurement of IC_50_ values. (**b**) The expression of PCNA and EMT-associated biomarkers were detected in HCC cells treated with saracatinib and oxaliplatin individually or in combination

### Sequential chemotherapy reduced the antitumor efficacy of oxaliplatin on saracatinib-resistant HCC

In order to simulate the clinical sequential chemotherapy, HCC cell lines were treated continually with oxaliplatin to generate oxaliplatin-resistant cell lines (MHCC97L-Oxa and Hep3B-Oxa) that exhibited decreased intercellular adhesion and spindle-shaped cell morphology (Fig. 3A). Compared to wild-type HCC cells, MHCC97L-Oxa (66.67 ± 9.01 μmol/L vs. 31.67 ± 4.04 μmol/L; *p* = 0.0254; Fig. 3B, a) and Hep3B-Oxa (19.21 ± 2.69 μmol/L vs. 5.45 ± 1.23 μmol/L; *p* = 0.0212; Fig. 3B, c) exhibited increased oxaliplatin IC_50_ values. The oxaliplatin-resistant HCC cell lines were next treated with increasing concentrations of saracatinib, resulting in a decrease of IC_50_ values in MHCC97L-Oxa (1.23 ± 0.31 μmol/L vs. 4.30 ± 0.97 μmol/L; *p* = 0.0141; Fig. 3C, a) and Hep3B-Oxa (1.14 ± 0.11 μmol/L vs. 2.62 ± 0.47 μmol/L; *p* = 0.0333; Fig. 3C, b) compared to the parental wild-type HCC cells, still exhibiting more sensitive to saracatinib.

**Fig. 3:**
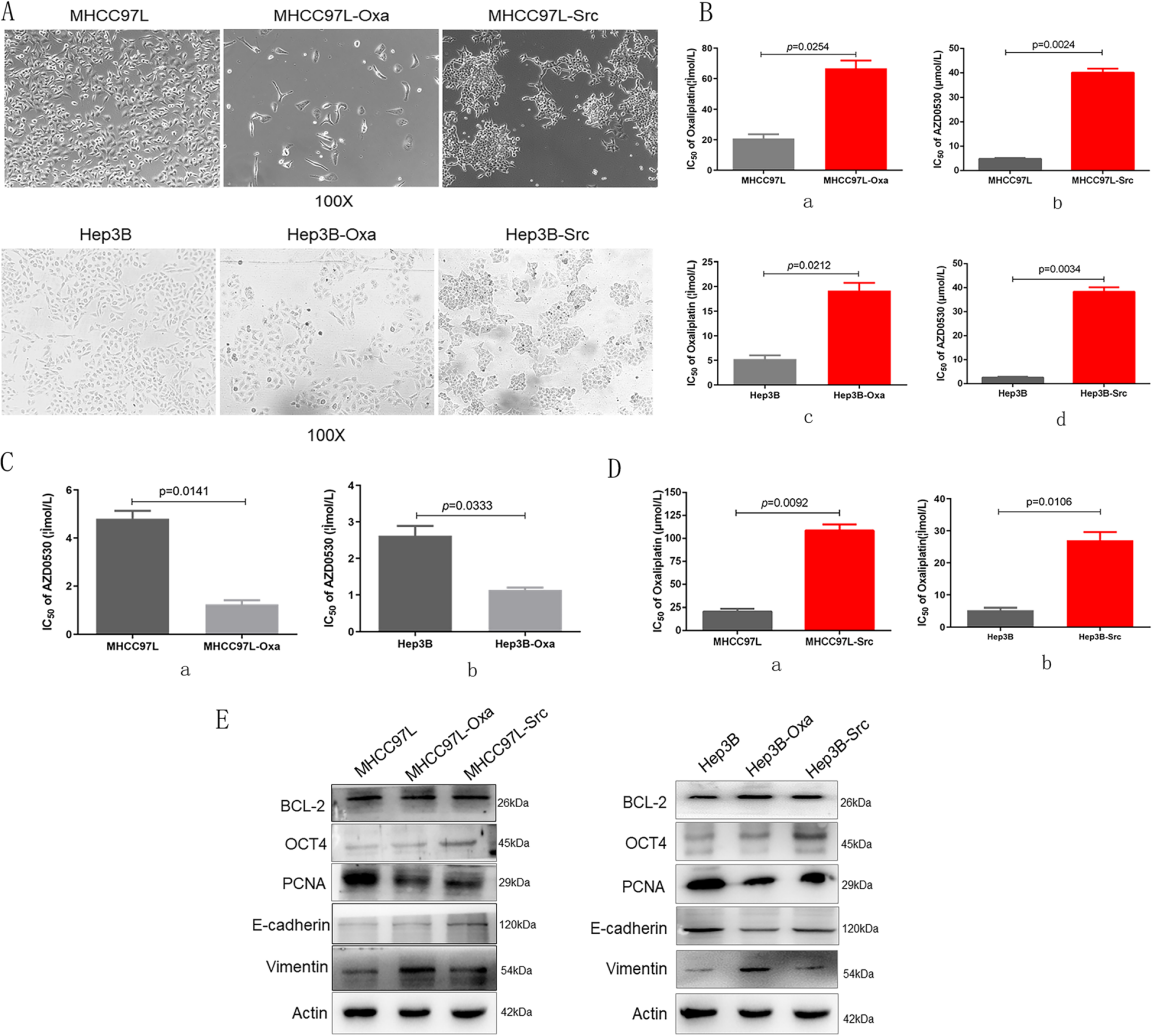
Sequential chemotherapy induced decreased antitumor efficacy of oxaliplatin on saracatinib-resistant HCC. (**A**) Cell morphology was observed in oxaliplatin and saracatinib-resistant HCC cell lines. (**B**) oxaliplatin- and saracatinib resistant HCC cell lines exhibited increased IC_50_ values to oxaliplatin and saracatinib separately. (**C**) Chemoresistance of oxaliplatin-resistant HCC cell lines to saracatinib was determined with decreased IC_50_ values compared with wild-type HCC cells. (**D**) Saracatinib-resistant HCC cell lines exhibited significantly enhanced resistance to oxaliplatin with an increased IC_50_ to oxaliplatin. (**E**) Expression of proteins related to proliferation and EMT in oxaliplatin- and saracatinib-resistant cell lines were examined by immunoblotting

Saracatinib-resistant MHCC97L and Hep3B cells (MHCC97L-Src and Hep3B-Src) were generated similarly via continuous treatment with saracatinib, and these lines exhibited enhanced intercellular adhesion and appeared as agglomerated cell clumps (Fig. 3A). Compared to wild-type cells, MHCC97L-Src (40.07 ± 2.88 μmol/L vs. 4.81 ± 0.57 μmol/L; *p* = 0.0024; Fig. 3B, b) and Hep3B-Src (38.36 ± 3.17 μmol/L vs. 2.62 ± 0.47 μmol/L; *p* = 0.009; Fig. 3B, d) exhibited increased saracatinib IC_50_ values. The saracatinib-resistant HCC cell lines were then treated with oxaliplatin at increasing concentrations, yielding significantly enhanced resistance to oxaliplatin with increased IC_50_ in both MHCC97L-Src (108.71 ± 11.24 μmol/L vs. 20.85 ± 4.86 μmol/L; *p* = 0.0092; Fig. 3D, a) and Hep3B-Src (27.01 ± 4.59 μmol/L vs. 5.29 ± 1.29 μmol/L; *p* = 0.0106; Fig. 3D, b) compared to wild-type cells.

Additionally, we investigated protein expression in oxaliplatin- and saracatinib-resistant cell lines. MHCC97L-Oxa and Hep3B-Oxa exhibited downregulation of PCNA and E-cadherin and upregulation of vimentin and OCT4, while MHCC97L-Src and Hep3B-Src exhibited downregulation of PCNA, upregulation OCT4, and reversion of EMT compared to the parental cell lines (Fig. 3E). Together, these results indicate that sequential chemotherapy reduced the antitumor efficacy of oxaliplatin on saracatinib-resistant HCC.

### ABCG1 upregulation and Wnt signaling pathway activation are integral mechanisms involved in the antagonism between saracatinib and oxaliplatin in HCC

The expression of 20,030 genes was compared between wild-type MHCC97L and MHCC97L-Src cells in three independent experiments (Fig. 4a). 

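RNA of wild-type MHCC97L, an HCC cell line, and of its resistant lines MHCC97L-Src and MHCC97L-Oxa was sequenced in 3 libraries per line. The p-values below therefore measure the spread between libraries of a line, not between separately derived lines. The paper gives stable resistance of MHCC97L-Src to saracatinib at 4 μmol/L and of MHCC97L-Oxa to oxaliplatin at 2 μmol/L. The authors deposited the number of reads counted on each of 20030 genes, without normalization, and an FPKM value (fragments normalized to transcript length and library size) for each gene in each library. Reads were counted in at least 1 library for 15406 of these genes. Between 16970486 and 18209213 reads per library were counted on genes, with a median of 17750280 in MHCC97L, 17331821 in MHCC97L-Src and 17921913 in MHCC97L-Oxa. The smallest amount regarded as detectable, 3 counts, was 0.165 to 0.177 CPM (counts relative to library size), depending on the library. This floor covers counting error only, since PCR reads without molecular identifiers are not independent molecules. The counts of the 2 lines in each comparison were normalized by edgeR's TMM method and compared by edgeR's quasi-likelihood test on the genes that its filterByExpr function kept, with Benjamini-Hochberg adjustment.

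In log2 CPM, the Pearson correlation across genes between libraries of one line ranged from 0.859 to 0.956 in MHCC97L, from 0.969 to 0.987 in MHCC97L-Src and from 0.984 to 0.9895 in MHCC97L-Oxa. MHCC97L replicate 2 correlated with the 6 libraries of the resistant lines at 0.951 to 0.973. Genes are not independent replicates, so these values describe the libraries only. In a principal components analysis of 12232 genes, the first component held 64.1% of the variance and the second 12.0%. On the first component, MHCC97L replicates 1, 2 and 3 lay at -138, 11.6 and -48.3, and the 6 libraries of the resistant lines lay between 9.97 and 61.0. Each library's deviation from the mean of the 9 libraries was also compared with the GC content of the genes. Across genes, Spearman's rho was -0.790 in MHCC97L replicate 1, -0.258 in MHCC97L replicate 3 and between 0.169 and 0.705 in the other 7 libraries. GC content and gene length together accounted for 67.4% of the variance of the deviation of MHCC97L replicate 1, and for 3.81% to 48.7% in the other libraries.

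**Figure D1:**
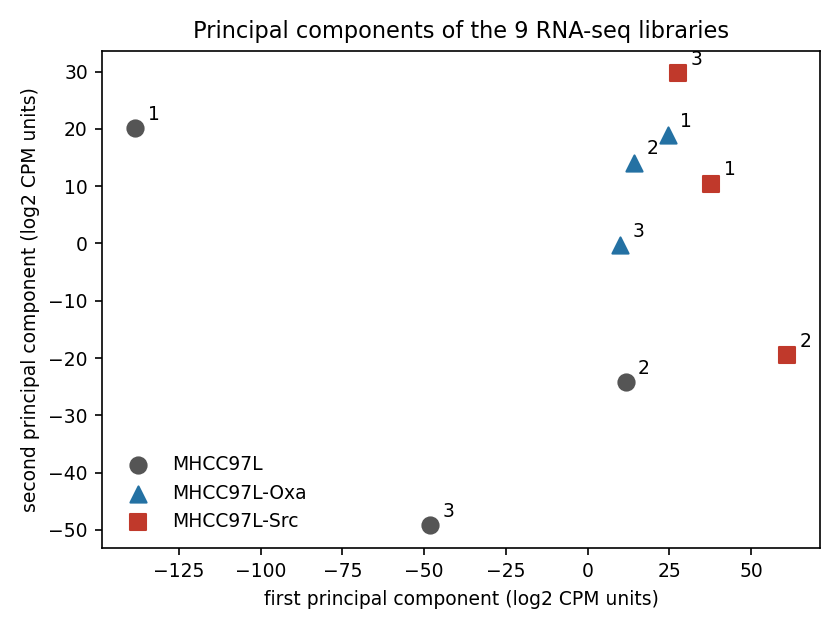
Position of the 9 libraries on the first and second principal components of log2 CPM, with the replicate number beside each point. MHCC97L replicate 1 lies at -138 on the first component, and MHCC97L replicate 2, at 11.6, lies within the range of the libraries of the resistant lines (9.97 to 61.0).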

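The 3 MHCC97L-Src libraries were compared with the 3 MHCC97L libraries on 12037 genes. Of these, 2966 had an unadjusted p under 0.05 and an absolute log2 fold change over 1, and 3546 had an unadjusted p under 0.05 whatever the fold change. If no gene differed, 602 genes would have an unadjusted p under 0.05. After Benjamini-Hochberg adjustment of the p-values of edgeR's quasi-likelihood test, 256 genes had an adjusted p under 0.05. The largest adjusted p among the 2966 genes was 0.1697. The median log2 fold change of all tested genes was -0.16. When the replicate number was added as a block, 2600 genes met the first criterion and 988 genes had an adjusted p under 0.05. The deviations of same-numbered libraries from their line's mean correlated at -0.0869 on average across genes, with -0.6307 to 0.2105 over the pairs. On average, the block therefore pairs libraries that did not deviate together. Libraries with different numbers gave 0.0320, which is not independent of this value, since deviations cancel within each line. Of the alternatives that kept the unadjusted criterion, an ordinary linear model per gene on log2(FPKM + 1) moved the first number most, to 386 genes. When each library was corrected for GC content and gene length, a step chosen after seeing the data, 1295 genes met the criterion, 995 of them among the 2966, and 1373 genes had an adjusted p under 0.05. The number with an adjusted p under 0.05 ranged from 22 to 3419 when each of the 6 libraries was left out in turn.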

Gene expression profiles for 1172 genes exhibited differences (*p* < 0.05) between MHCC97L and MHCC97L-Src, implicating these genes in saracatinib resistance. Furthermore, analysis of these associated “resistance” genes revealed 526 upregulated and 645 downregulated genes. 

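Of the 2966 genes with an unadjusted p under 0.05 and an absolute log2 fold change over 1, 691 rose and 2275 fell in MHCC97L-Src. Of the 256 genes with an adjusted p under 0.05, 172 rose and 84 fell. The median GC content was 58.7% in the 691 genes, 41.3% in the 2275 genes and 50.3% in all tested genes. After the correction for GC content and gene length, 631 genes rose and 664 fell. The genes with the largest changes were taken among those with an adjusted p under 0.05 and at least 10 counts in every library of the line where they were higher. NRG2 (gene number 9542, neuregulin 2) had 0 counts in each MHCC97L library and 21, 18 and 19 in MHCC97L-Src, at least 6.96-fold higher (edgeR adjusted p = 0.0158). GAL3ST1 (gene number 9514, galactose-3-O-sulfotransferase 1) had 0 counts in each MHCC97L library and 12, 31 and 13 in MHCC97L-Src, at least 6.94-fold higher (edgeR adjusted p = 0.0327). LOC101927503, an uncharacterized locus, rose from 0.552 ± 0.0341 CPM (SD, n = 3) to 50.3 ± 8.58 CPM (SD, n = 3), a log2 fold change of 6.49 (standard error 0.40, edgeR adjusted p = 5.39e-04). Its log2 fold change stayed between 6.38 and 6.59 with each library left out in turn, and its GC content is not known, since it matched no annotated transcript. HKDC1 (gene number 80201, hexokinase domain containing 1) fell from 38, 31 and 30 counts to 0 in each MHCC97L-Src library, at least 10.1-fold lower (edgeR adjusted p = 0.0128). PSG5 (gene number 5673, pregnancy specific beta-1-glycoprotein 5) fell from 43, 26 and 22 counts to 0 in each, at least 9.22-fold lower (edgeR adjusted p = 0.0165). PSG5 belongs to a family of similar genes, whose reads the authors' counting could have split. C5orf46 (gene number 389336) fell from 14, 25 and 33 counts to 0 in each, at least 7.47-fold lower (edgeR adjusted p = 0.0225, and 0.0551 after the correction for GC content and gene length).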

The expression of these 20,300 genes in wild-type MHCC97L and MHCC97L-Oxa was also compared (Fig. 4b). 

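The 3 MHCC97L-Oxa libraries were compared with the same 3 MHCC97L libraries on 12064 genes. Of these, 1951 had an unadjusted p under 0.05 and an absolute log2 fold change over 1, and 2708 had an unadjusted p under 0.05 whatever the fold change, where 603 would if no gene differed. After Benjamini-Hochberg adjustment of the edgeR p-values, 115 genes had an adjusted p under 0.05, and the largest adjusted p among the 1951 genes was 0.223. When the replicate number was added as a block, the 2 numbers were 1314 and 92. Deviations of same-numbered libraries correlated at 0.0266 on average across genes, with -0.2081 to 0.4167 over the pairs. Libraries with different numbers gave -0.0141, which is not independent of this value. After the correction for GC content and gene length, 994 genes met the unadjusted criterion, 765 of them among the 1951, and 1616 genes had an adjusted p under 0.05. The number with an adjusted p under 0.05 was 2251 without MHCC97L replicate 1, 2705 without MHCC97L replicate 2, and 2 without MHCC97L replicate 3 or any of the MHCC97L-Oxa libraries.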

Expression profiles for 720 genes exhibited differences (*p* < 0.05) between MHCC97L and MHCC97L-Oxa, implicating these genes in oxaliplatin resistance. 

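In MHCC97L-Oxa, 558 genes with an unadjusted p under 0.05 rose by more than 1 in log2 fold change and 1393 fell by more than 1. Of the 115 genes with an adjusted p under 0.05, 93 rose and 22 fell. The median GC content was 58.1% in the 558 genes, 41.8% in the 1393 genes and 50.2% in all tested genes. With the correction for GC content and gene length, 549 genes rose and 445 fell. The largest changes were chosen by the same rule as in MHCC97L-Src. TREM1 (gene number 54210, triggering receptor expressed on myeloid cells 1) had 0, 0 and 1 counts in MHCC97L and 131, 96 and 105 in MHCC97L-Oxa, at least 36.9-fold higher (edgeR adjusted p = 0.0090). HLA-DPB1 (gene number 3115) had 0 counts in each MHCC97L library and 22, 22 and 33 in MHCC97L-Oxa, at least 8.56-fold higher (edgeR adjusted p = 0.0271). HLA-DRB1 (gene number 3123) had 0 counts in each MHCC97L library and 30, 26 and 18 in MHCC97L-Oxa, at least 8.20-fold higher (edgeR adjusted p = 0.0273). Both HLA genes have near-identical copies with which they could share reads, so the counts of each are uncertain. PSG5 fell from 43, 26 and 22 counts to 0, 0 and 1, at least 9.99-fold lower (edgeR adjusted p = 0.0271). PDZK1 (gene number 5174, PDZ domain containing 1) fell from 51, 15 and 26 counts to 1, 0 and 2, at least 9.98-fold lower (edgeR adjusted p = 0.0428). SLC12A3 (gene number 6559, solute carrier family 12 member 3) fell from 24, 34 and 24 counts to 1, 0 and 2, at least 9.18-fold lower (edgeR adjusted p = 0.0325).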

Of these, 455 were upregulated, and 265 were downregulated in the two drug-resistant cell lines.

**Fig. 4:**
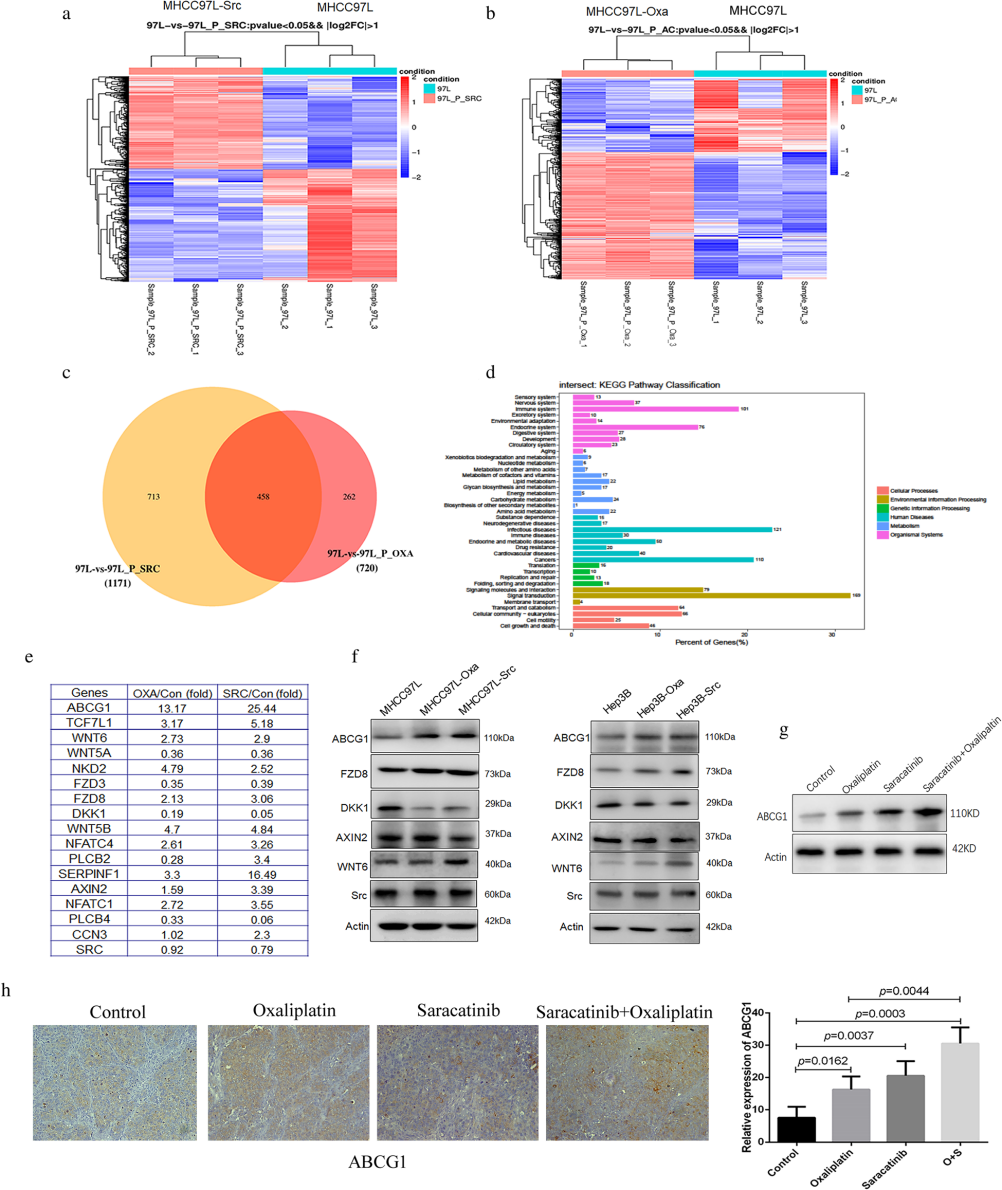
Gene expression profiles in saracatinib- and oxaliplatin-resistant HCC revealed upregulation of ABCG1 and activation of Wnt signaling-associated proteins. Gene expression profiles were compared between wild-type MHCC97L and MHCC97L-Src (**a**) and between MHCC97L and MHCC97L-Src (**b**). (**c**) A total of 458 genes were found to be altered in both sets of cells. (**d**) These genes were related to cell division, growth, angiogenesis, adhesion, and metabolic processes, and KEGG pathway analysis was performed on these altered genes. (**e**) The altered genes related to drug resistance were partly selected. (**f**) Immunoblotting was used to determine the protein expression of the genes that were altered most dramatically between the wild-type and drug-resistant cell lines. (**g**) Immunoblotting confirmed the upregulation of ABCG1 after combination treatment with oxaliplatinor and saracatinib. (**h**) Immunohisochemotherapy verified that the expression of ABCG1 was significantly upregulated after the treatment with oxaliplatinor or saracatinib and combination treatment in subcutaneous xenografts tissues

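Of the 11929 genes tested in both comparisons, 2919 met the unadjusted criterion in MHCC97L-Src, 1906 met it in MHCC97L-Oxa and 1552 met it in both. This is 81.4% of the genes of MHCC97L-Oxa and 53.2% of those of MHCC97L-Src, where independent draws would share 466.4 genes. Both comparisons used the same 3 MHCC97L libraries, so they are not independent. Of the 1552 genes, 379 rose in both lines, 1170 fell in both and 3 moved in opposite directions. With an adjusted p under 0.05 from edgeR's quasi-likelihood test in both lines, there were 72 genes, of which 54 rose in both, 17 fell in both and 1 moved in opposite directions. With the replicate number as a block, the 2 overlaps were 975 and 68 genes (correlation of same-numbered libraries -0.0869 for MHCC97L-Src and 0.0266 for MHCC97L-Oxa). After the correction for GC content and gene length, chosen after seeing the data, 621 genes met the unadjusted criterion in both lines, and 463 of these were among the 1552. Of the 621 genes, 355 rose in both lines and 264 fell in both.

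The count table gives the GO terms of each gene, and 1263 of the 1552 genes and 9755 of the 11929 tested genes carry at least 1 term. Terms were grouped by the words in their names, and the groups were compared by two-sided Fisher's exact tests against the 9755 genes. Terms naming cell division were carried by 45 of the 1263 genes and by 272 of the 9755. Growth was named for 103 and 696 genes, angiogenesis for 24 and 158, adhesion for 62 and 561, and metabolic process for 136 and 1079. The exact p-values adjusted over these 5 groups lay between 0.290 and 0.773. At least 1 of the 5 was carried by 24.9% of the 1263 genes and by 24.1% of the 9755.

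**Figure D2:**
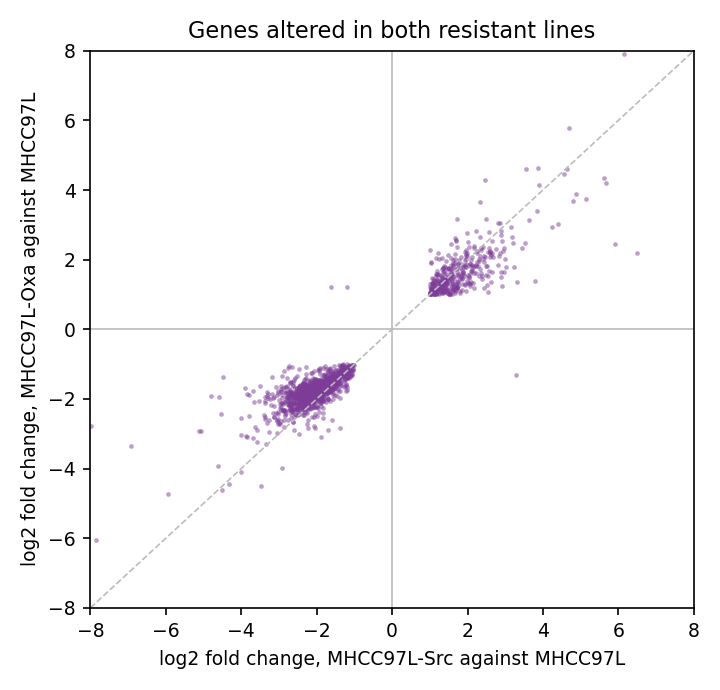
Log2 fold changes against MHCC97L of the 1552 genes that met the unadjusted criterion in both lines, with MHCC97L-Src on the horizontal axis and MHCC97L-Oxa on the vertical axis; each point is 1 gene and the dashed line marks equal changes. The points lie in the lower left (1170 genes) and the upper right (379 genes), apart from 3 genes.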

A total of 458 altered genes overlapped between the two drug-resistant cell lines, and all of these were closely related to cell division, growth, angiogenesis, adhesion, and metabolic processes (Fig. 4c). KEGG pathway analysis revealed that 20 of the altered genes were related to drug resistance: *ABCG1*, *ATM*, *BBC3*, *BIK*, *BIRC3*, *CDKN1A*, *DLL4*, *ERBB3*, *FGF2*, *FOS*, *GPER1*, *IL6*, *JAG1*, *MMP2*, *NRG2*, *PDGFRB*, *PIK3CA*, *SHC4*, *TOP2A*, *TOP2B*, and *VEGFA.* Another 16 genes were related to Wnt signaling: *ROCK2*, *TCF7L1*, *WNT6*, *WNT5A*, *NKD2*, *FZD3*, *FZD8*, *DKK1*, *WNT5B*, *NFATC4*, *PLCB2*, *SERPINF1*, *AXIN2*, *NFATC1*, *PLCB4*, and *RAC2*. 

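Of the 21 listed drug resistance genes, 20 were tested in MHCC97L-Src and 18 in MHCC97L-Oxa. SHC4 was left out of both comparisons for low counts, and BIK and NRG2 were left out in MHCC97L-Oxa. An unadjusted p under 0.05 with an absolute log2 fold change over 1 was met by 16 of them in MHCC97L-Src (7 rose and 9 fell) and by 11 in MHCC97L-Oxa (8 rose and 3 fell). In both lines it was met by 7 genes, which were ABCG1, BBC3, BIRC3, DLL4, FOS, GPER1 and TOP2B. The adjusted p from edgeR over all tested genes was under 0.05 for 4 of the listed genes in each line, and for 19 and 11 genes when adjusted over the list alone, which consists of the paper's own calls on these data. Of the 16 listed Wnt genes, 14 were tested in MHCC97L-Src and 13 in MHCC97L-Oxa. The same criterion was met by 13 in MHCC97L-Src (9 rose and 4 fell), by 10 in MHCC97L-Oxa (5 rose and 5 fell) and by 9 in both, which were ROCK2, WNT6, WNT5A, NKD2, FZD3, FZD8, DKK1, NFATC4 and NFATC1. For 2 of the Wnt genes in each line the adjusted p over all tested genes was under 0.05, and for 13 and 11 genes when adjusted over the list alone. With the replicate number as a block, 7 drug resistance genes and 7 Wnt genes met the criterion in both lines (correlation of same-numbered libraries -0.0869 and 0.0266). After the correction for GC content and gene length, 4 drug resistance genes (ABCG1, DLL4, FOS and GPER1) and 3 Wnt genes (DKK1, NFATC4 and NFATC1) met it in both lines. In each line, 9 drug resistance genes and 7 Wnt genes then had an edgeR adjusted p under 0.05. The correction was chosen after seeing the data.

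Among the drug resistance genes, FOS rose by a log2 fold change of 1.26 in MHCC97L-Src (standard error 0.23, edgeR adjusted p = 0.0325) and of 1.36 in MHCC97L-Oxa (standard error 0.21, edgeR adjusted p = 0.0323). DLL4 rose by 2.57 in MHCC97L-Src (standard error 0.45, edgeR adjusted p = 0.0261) and by 1.68 in MHCC97L-Oxa (standard error 0.38, edgeR adjusted p = 0.0915). TOP2B, with a GC content of 39.7%, changed by -2.46 and -1.85, and by -1.06 and -0.79 after the correction for GC content and gene length. ATM, PIK3CA, TOP2A, ROCK2 and FZD3, with GC contents between 34.8% and 39.9%, each fell in MHCC97L-Src by more than 1 in log2 fold change before the correction and by less than 1 after it. The pathway descriptions in the count table place 20 of the 21 drug resistance genes in a KEGG drug resistance pathway, all but ABCG1, and all 16 Wnt genes in the Wnt signaling pathway. Of the 4620 genes tested in both lines that have a KEGG description, 615 met the criterion in both. The Wnt signaling pathway held 15 of the 615 genes, of which 6 rose and 9 fell, and 100 of the 4620 (two-sided Fisher's exact test, p = 0.555, adjusted over 6 terms 0.566). A drug resistance pathway held 26 of the 615 genes, of which 4 rose and 22 fell, and 173 of the 4620 (two-sided Fisher's exact test, p = 0.494, adjusted 0.566).

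**Figure D3:**
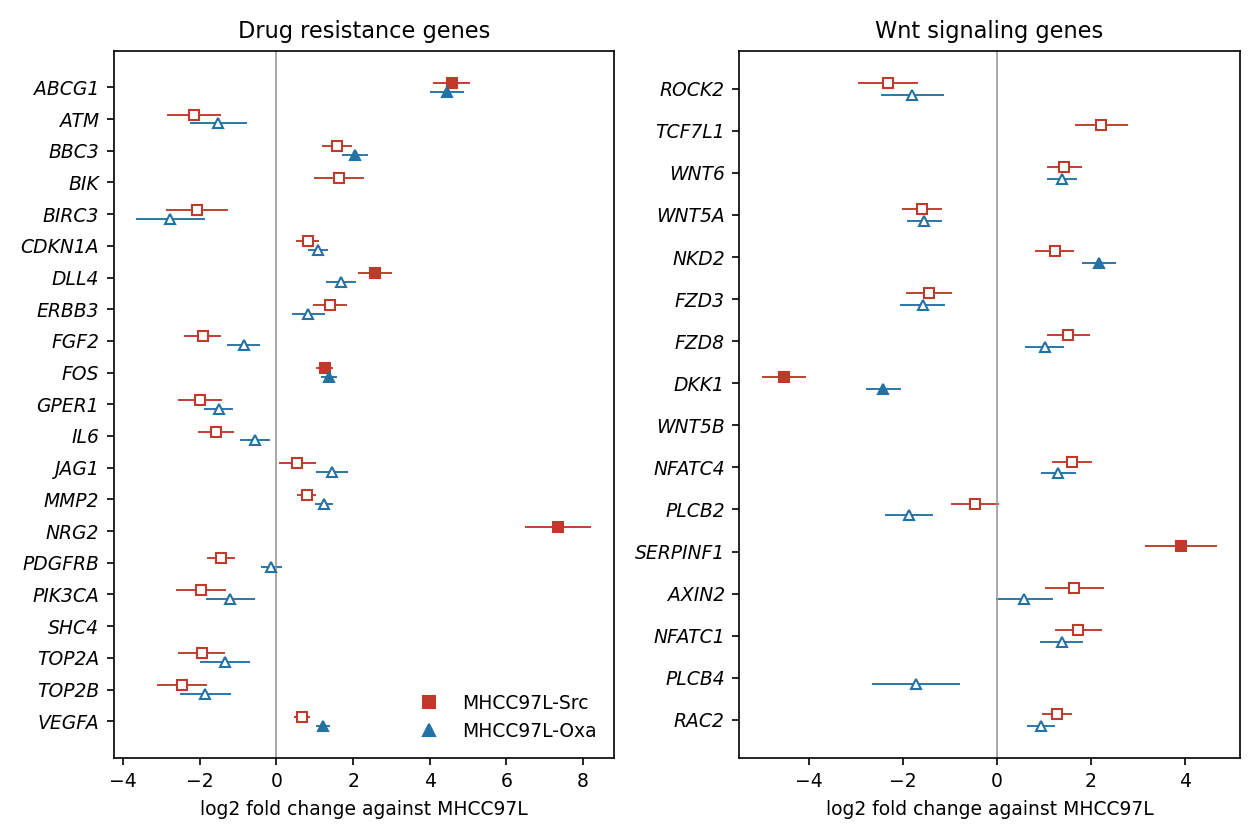
Log2 fold changes against MHCC97L of the 21 drug resistance genes (left) and the 16 Wnt signaling genes (right) in MHCC97L-Src (squares) and MHCC97L-Oxa (triangles); bars give the standard error, filled symbols an edgeR adjusted p under 0.05 over all tested genes, and a missing symbol a gene left out for low counts. In each line 4 drug resistance genes and 2 Wnt genes have filled symbols.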

Immunoblotting confirmed the upregulation of ABCG1 and Wnt-associated proteins, including FZD8, DKK1, Axin2, and WNT6 (Fig. 4d, e, f and g). Immunohisochemotherapy verified that the expression of ABCG1 was significantly upregulated after the treatment with oxaliplatin (16.25 ± 4.03 vs. 7.50 ± 3.42 μmol/L; *p* = 0.0162) or saracatinib (20.50 ± 4.51 vs. 7.50 ± 3.42 μmol/L; *p* = 0.0037) in subcutaneous xenografts tissues. And the combination treatment exhibited higher expression of ABCG1 than oxaliplatin single use (30.50 ± 5.01 vs. 16.25 ± 4.03; *p* = 0.0044; Fig. 4h). Therefore, we speculate that ABCG1 upregulation and Wnt signaling pathway activation are integral mechanisms involved in the antagonism between saracatinib and oxaliplatin in HCC.

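ABCG1 had 14, 19 and 31 counts in MHCC97L, 424, 431 and 578 in MHCC97L-Src and 457, 541 and 420 in MHCC97L-Oxa. This is 1.19 ± 0.507 CPM (SD, n = 3) in MHCC97L, 28.3 ± 3.32 CPM (SD, n = 3) in MHCC97L-Src and 26.0 ± 2.99 CPM (SD, n = 3) in MHCC97L-Oxa. The log2 fold change was 4.57 in MHCC97L-Src (standard error 0.48, edgeR adjusted p = 0.0060) and 4.45 in MHCC97L-Oxa (standard error 0.45, edgeR adjusted p = 0.0090). Every library of each resistant line was higher than every MHCC97L library (two-sided exact permutation test, p = 0.1 for each line, the smallest p that 3 libraries against 3 allow). The resistant lines differed from each other by 0.12 (standard error 0.16, edgeR adjusted p = 0.738). With the replicate number as a block, the log2 fold changes were 4.64 (edgeR adjusted p = 6.2e-09) and 4.52 (edgeR adjusted p = 0.0109), with a correlation of same-numbered libraries of -0.0869 and 0.0266. With each library left out in turn, they stayed between 4.36 and 4.94 in MHCC97L-Src and between 4.28 and 4.83 in MHCC97L-Oxa. In 4 of the 6 fits for MHCC97L-Oxa the adjusted p then lay between 0.0709 and 0.105. After the correction for GC content and gene length, the log2 fold changes were 4.50 and 4.39.

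Among the Wnt genes, WNT6 rose by a log2 fold change of 1.44 in MHCC97L-Src (standard error 0.37, edgeR adjusted p = 0.0857) and of 1.38 in MHCC97L-Oxa (standard error 0.32, edgeR adjusted p = 0.0974). FZD8 rose by 1.52 (standard error 0.46, edgeR adjusted p = 0.106) and by 1.02 (standard error 0.42, edgeR adjusted p = 0.215). The GC content is 70.5% in WNT6 and 64.6% in FZD8. After the correction for GC content and gene length, WNT6 rose by 0.85 and 0.86 and FZD8 by 1.16 and 0.82. With this correction, chosen after seeing the data, the edgeR adjusted p was 0.0204 and 0.0115 for WNT6, and 0.0251 and 0.0677 for FZD8. AXIN2, with 3 to 14 counts in MHCC97L, rose by 1.65 (standard error 0.63, edgeR adjusted p = 0.134) and by 0.59 (standard error 0.60, edgeR adjusted p = 0.543). NKD2 rose by 1.23 (standard error 0.41, edgeR adjusted p = 0.116) and by 2.18 (standard error 0.36, edgeR adjusted p = 0.0396). DKK1 changed by -4.53 in MHCC97L-Src (standard error 0.47, edgeR adjusted p = 0.0060) and by -2.42 in MHCC97L-Oxa (standard error 0.37, edgeR adjusted p = 0.0323). It stood at 44.96 ± 18.0 CPM (SD, n = 3) in MHCC97L, 1.93 ± 0.547 CPM (SD, n = 3) in MHCC97L-Src and 8.38 ± 1.37 CPM (SD, n = 3) in MHCC97L-Oxa. From the genes altered in both resistant lines and the blots and stains of their proteins (Fig. 4), the paper proposes that ABCG1 and Wnt signaling take part in the antagonism between the drugs.

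**Figure D4:**
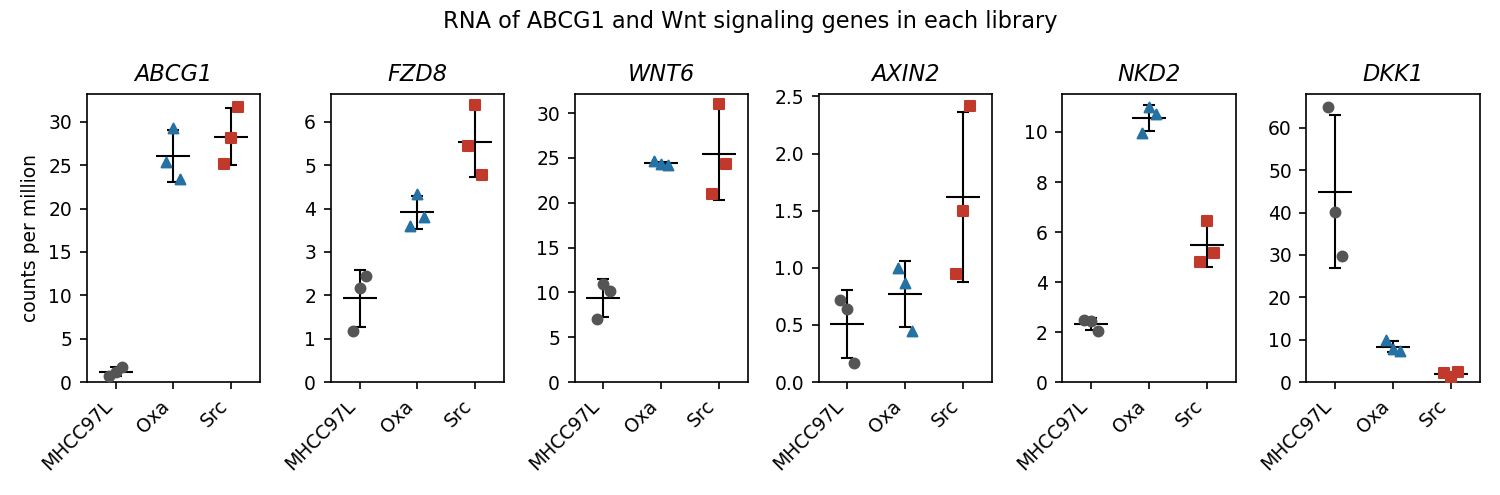
CPM of ABCG1 and of 5 Wnt signaling genes in each library (symbols) of MHCC97L, MHCC97L-Oxa and MHCC97L-Src, with the mean and SD of the 3 libraries (bars); each vertical axis starts at 0. The 3 MHCC97L libraries lie below all libraries of the resistant lines for ABCG1 and above them for DKK1.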

### Interference with *ABCG1* expression or inhibition of Wnt signaling resulted in reversal of the saracatinib-induced oxaliplatin resistance in HCC

Immunoblotting verified that the expression of ABCG1 was significantly downregulated by Wnt/β-catenin signaling pathway inhibition with KYA1797K in wild-type HCC cell lines, MHCC97L-Src, and Hep3B-Src (Fig. 5A). Following ABCG1 downregulation and, the key cell membrane receptors for Wnt signaling LRP6 and p-LRP6 were not significantly altered; however, β-catenin was slightly downregulated, and the expression of PCNA was significantly decreased. ABCG1 restoration could reverse this alteration in protein levels (Fig. 5B).

**Fig. 5:**
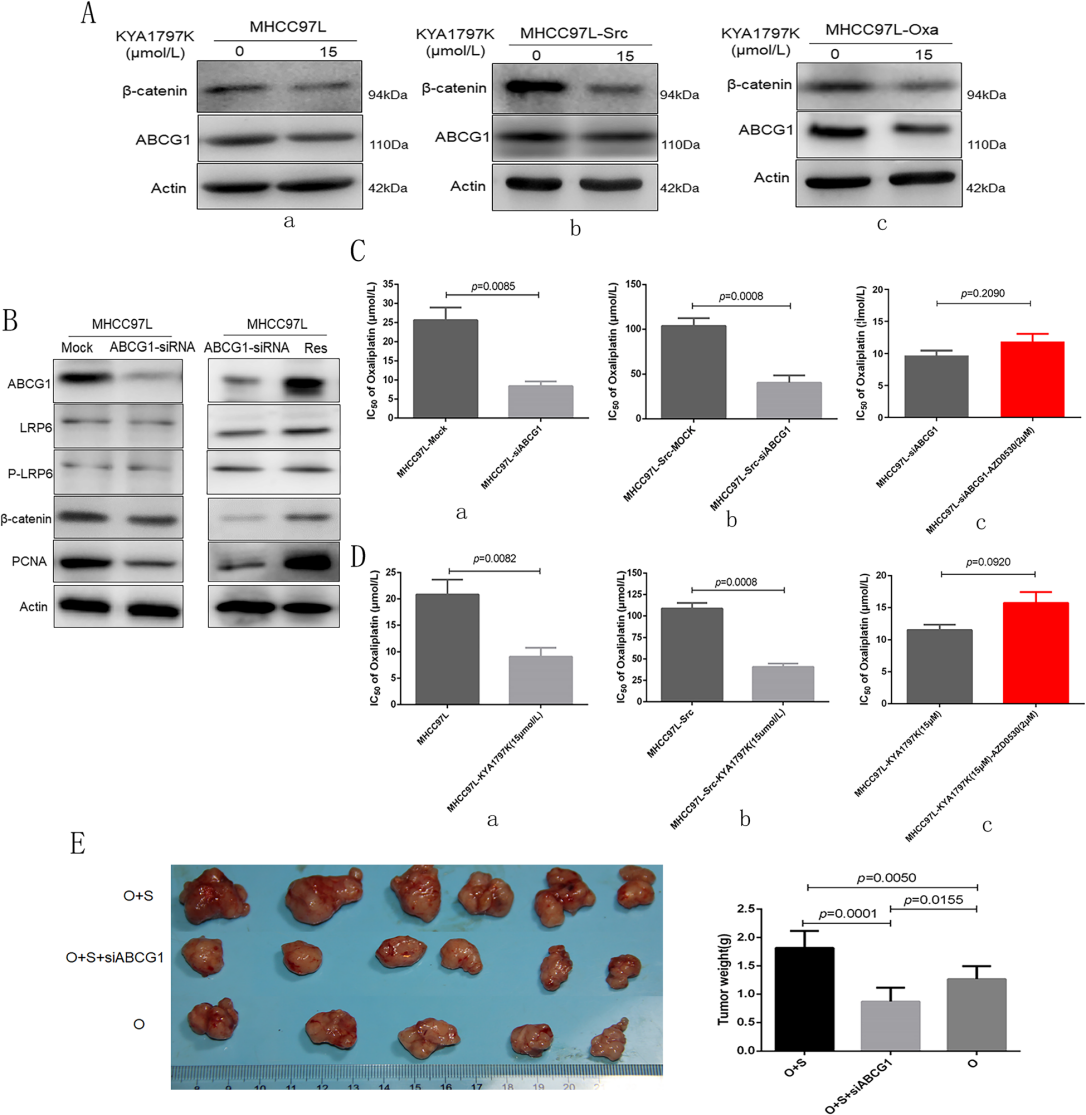
Upregulation of ABCG1 via alterations in Wnt/β-catenin signaling contributes to the effects of saracatinib on oxaliplatin resistance of HCC cells. (**A**) Immunoblotting was used to examine the expression of ABCG1 following Wnt/β-catenin signaling pathway inhibition by KYA1797K. (**B**) Wnt/β-catenin signaling pathway and PCNA expression was determined following silencing of ABCG1 by siRNA and restoration treatment in HCC cells. (**C**) The sensitivity of HCC cells to oxaliplatin was measured as IC_50_ following silencing of ABCG1 expression with siRNA or mock siRNA treatment. (**D**) The sensitivity of cells to oxaliplatin following treatment with the Wnt signaling inhibitor KYA1797K was determined as IC_50_ values. (**E** ) Interference with *ABCG1* expression resulted in reversal of the saracatinib-induced oxaliplatin resistance with smaller subcutaneous xenografts

Next, we confirmed the role of ABCG1 and Wnt signaling in oxaliplatin resistance. ABCG1 was silenced using specific siRNA in MHCC97L cells, resulting in a decreased IC_50_ to oxaliplatin compared to mock-treated MHCC97L cells (MHCC97L-Mock; 8.41 ± 2.09 μmol/L vs. 25.59 ± 5.82 μmol/L; *p* = 0.0085; Fig. 5C, a). Following silencing of ABCG1 using siRNA in saracatinib-resistant MHCC97L (MHCC97L-Src-ABCG1-Sh1), we observed decreased resistance to oxaliplatin (40.43 ± 8.12 μmol/L vs. 103.71 ± 8.74 μmol/L; *p* = 0.0008; Fig. 5C, b) compared to mock-treated cells. Furthermore, silencing of ABCG1 combined with saracatinib in MHCC97L, there was no significantly increased resistance to oxaliplatin (11.84 ± 2.11 vs. 9.73 ± 1.26 μmol/L; *p* = 0.0874; Fig. 5C, c). Additionally, HCC cells treated with the Wnt signaling inhibitor KYA1797K exhibited decreased resistance to oxaliplatin with reduced IC_50_ values (11.07 ± 2.02 μmol/L vs. 31.67 ± 4.04 μmol/L; *p* = 0.0082; Fig. 5D, a). Treatment of MHCC97L-Src cells with KYA1797K resulted in decreased resistance to oxaliplatin (40.83 ± 8.12 μmol/L vs. 108.71 ± 11.24 μmol/L; *p* = 0.0008; Fig. 5D, b). KYA1797K combined with saracatinib in MHCC97L, there was no significantly increased resistance to oxaliplatin (11.51 ± 1.44 vs. 15.73 ± 2.95 μmol/L; *p* = 0.0920; Fig. 5D, c).

Furthermore, it was confirmed once again that the tumor weight of the subcutaneous xenografts was larger in combination treatment group using oxaliplatin and saracatinib than oxaliplatin single use (1.82 ± 0.30 g vs. 1.26 ± 0.23 g; *p* = 0.0050; Fig. 5E). And the subcutaneous xenografts was smaller in the combination treatment group using oxaliplatin, saracatinib, and ABCG1 siRNA local injection (0.87 ± 0.24 g vs. 1.82 ± 0.30 g; *p* = 0.0001; Fig. 5E) than combination group only using oxaliplatin and saracatinib. Together, these findings suggest that ABCG1 and Wnt signaling contribute to oxaliplatin resistance in saracatinib-treated HCC cells. And interference with *ABCG1* expression or inhibition of Wnt signaling resulted in reversal of the saracatinib-induced oxaliplatin resistance in HCC.

## Discussion

Liver cancer, most commonly seen as hepatocellular carcinoma (HCC), has high prevalence and incidence rates in China, which accounts for more than 50% of the total number of liver cancer cases and deaths in the world [4]. One of the chemotherapeutic drugs for patients with advanced HCC is oxaliplatin, which initiates apoptosis by inhibiting the replication and transcription of DNA in HCC cells [5]. However, the efficacy of oxaliplatin on HCC is poor, exhibiting intrinsic and acquired resistance. Therefore, methods to enhance oxaliplatin treatment responses are urgently needed. In this study, the efficacy of combinations between oxaliplatin and anti-cancer molecular targeting drugs was screened, and saracatinib treatment actually induced resistance to oxaliplatin treatment was proved.

In many solid tumor cells, including HCC, Src expression level or activity is increased [6–8], promoting metastasis [9, 10]. Activation of the tyrosine kinase Src is responsible for tumor progression promoted by insulin-like growth factor 1 receptor (IGF-1R) [11, 12]. Previously, we demonstrated that high expression of IGF1 was closely associated with the maintenance of stemness in oxaliplatin-resistant HCC cells and that IGF1-IGF1R signaling blockade effectively increased oxaliplatin sensitivity [3]. Tyrosine kinase Src was discovered more than 30 years ago as a kinase that is involved in the crosstalk between many signaling pathways, including the integrin/FAK, Ras/Raf/MEK, PI3K/AKT, and IGF1/IGF1R pathways, and Src activation promotes cell proliferation, adhesion, invasion, migration, metastasis, and tumorigenesis [13]. Recently, Liu et al. [14] reported that increased expression of Src potentiates ERK activation and reverses sorafenib resistance in HCC. Thus, inhibition of Src may provide a new strategy for drug combination studies for HCC treatment [15]. Based on these findings, we expect a synergistic relationship between oxaliplatin and Src kinase inhibition. Saracatinib (AZD0530) is a potent, orally administered small molecule that inhibits Src by blocking the ATP binding site of the kinase [16]. However, the combined chemotherapy with oxaliplatin and saracatinib induced significantly antagonistic effects. Recent research proved saracatinib failed to demonstrate monotherapeutic efficacy, with undesirable stem cell-promoting functions in patients with head and neck squamous cell carcinoma [17]. In the present study, we proved the combined treatment of HCC with oxaliplatin and saracatinib impaired the efficacy of either drug individually. And it was mainly saracatinib treatment increased oxaliplatin resistance in HCC. We also tested the effects of the sequential treatment of HCC with oxaliplatin and saracatinib, and sequential chemotherapy also reduced the antitumor efficacy of oxaliplatin on saracatinib-resistant HCC.

Based on previous and our current findings, oxaliplatin-resistant HCC cells exhibited decreased intercellular adhesion and spindle-shaped cell morphology that are characteristic of EMT [18], while saracatinib-resistant HCC cells exhibited enhanced intercellular adhesion and cell clumping [19]. Immunoblotting further confirmed that oxaliplatin treatment led to the occurrence of EMT as vimentin was upregulated and E-cadherin was downregulated. Saracatinib significantly inhibited the expression of PCNA and reversed the EMT. Gene expression analysis revealed 458 genes that were altered in both saracatinib- and oxaliplatin-resistant HCC, and these genes were related to processes of cell division, growth, angiogenesis, adhesion, and metabolism. Based on KEGG pathway classification, 20 of these genes were related to drug resistance, while 16 were related to Wnt signaling activation. Furthermore, immunoblotting revealed that ABCG1 and the Wnt/β-catenin signaling pathway were both upregulated in HCC cell lines in the presence of continuous treatment with saracatinib or oxaliplatin.

ABCG1 is a cholesterol lipid efflux pump that plays a well-known role in tumor growth, conferring chemoresistance to various malignant tumors [20]. Several ABC transporters, including ABCG1, are associated with multidrug resistance (MDR), which is a major obstacle to the effective clinical treatment of cancer [21]. In the present study, ABCG1 is a downstream protein in Wnt/β-catenin signaling and can be significantly downregulated by Wnt/β-catenin signaling pathway. Interference with the expression of ABCG1 or inhibition of Wnt/β-catenin results in decreased oxaliplatin resistance, supporting a role for these proteins in the acquired drug resistance of HCC. Understanding the molecular pathogenesis of HCC chemoresistance is key to improving patients’ prognosis.

## Limitation

In the present study, we demonstrated that combined or sequential chemotherapy with oxaliplatin and saracatinib induced antagonistic effects, while our study was only limited to liver cancer, and lack of deeper mechanistic knowledge of the actions of saracatinib. Therefore, several fundamental questions remain to be answered concerning the combined or sequential chemotherapy with the two drugs in the further study. (1) Whether antagonisms are limited to a few specific cancer species? (2) Deeper mechanisms involved in antagonistic effects of the two drugs are also needed be explored? (3) Can saracatinib be used in other diseases is also need to be answered? Still, our results do provide some important clues that may help guide drug selection and therapeutic strategy used in clinical treatments of cancer.

## Conclusions

From our experimental results and our review of the literature, we propose the following conclusions. (1) The combined and sequential chemotherapy with oxaliplatin and saracatinib induces significantly antagonistic effects. (2) ABCG1 upregulation and Wnt signaling pathway activation are integral mechanisms involved in the antagonism between saracatinib and oxaliplatin in HCC. (3) Interference with ABCG1 expression or inhibition of Wnt signaling resulted in reversal of the saracatinib-induced oxaliplatin resistance in HCC.

## Data Availability

All data generated or analyzed during this study are included in this published article. The datasets used and/or analyzed and materials developed during the current study are available from the corresponding author by reasonable request.

## Abbreviations

CCK8: Cell Counting Kit 8
DMEM: Dulbecco’s Modified Eagle’s Medium
FBS: Fetal bovine serum
GO: Gene ontology
HCC: Hepatocellular carcinoma
IGF-1R: Insulin-like growth factor 1 receptor
MDR: Multidrug resistance
PCA: Principal components analysis
TACE: Transcatheter arterial chemoembolization

How the deposited data were processed for this re-analysis (not part of the article)

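RNA of the HCC cell line MHCC97L and of its lines MHCC97L-Src and MHCC97L-Oxa was sequenced in 3 libraries per line, 9 libraries in all. The labels describe stranded libraries of poly(A) selected RNA read from both ends. The authors deposited the number of reads counted on each gene in each library, as raw counts without normalization. The authors also deposited FPKM values (fragments normalized to transcript length and library size) for the same genes and libraries. The paper's text names neither the aligner, the counting program nor the genome build. Its section on statistics gives a two-sided Student's t-test with a p threshold of 0.05, without saying whether this covers its lists of genes. The FPKM values were not a plain rescaling of the counts, since 245 to 297 genes per library had a count and were listed at an FPKM of 0. Both tables list 20030 genes by symbol with their NCBI gene number, and the count table adds KEGG pathways for 7246 genes and GO terms for 15303 genes. Libraries were grouped by the line in their label, where the label of the oxaliplatin-resistant line gives the drug in a short form.

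Between 16970486 and 18209213 reads per library were counted on genes. A floor of 3 counts, or 0.165 to 0.177 CPM, was used as the smallest detectable amount. A fold change against a line whose libraries are all at or under this floor was computed against the floor and is given as a lower bound. Floors cover counting error only, since PCR reads without molecular identifiers are not independent molecules.

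Each resistant line was compared with MHCC97L, and MHCC97L-Src with MHCC97L-Oxa, by edgeR's quasi-likelihood test on the counts of the 6 libraries of the comparison. Genes were kept by edgeR's filterByExpr function with its minimum count of 10, normalized by the TMM method and adjusted by the Benjamini-Hochberg method. Genes were counted at an adjusted p under 0.05, and also at an unadjusted p under 0.05 with an absolute log2 fold change over 1, the threshold that the headings of Fig. 4a and Fig. 4b print as a p-value without naming an adjustment. Standard errors of log2 fold changes are the log2 fold change divided by the square root of edgeR's F statistic. Log2 CPM values used a prior count of 2. Lists of beta-catenin, liver X receptor (LXR), p53, proliferation, mesenchymal and epithelial genes were written down before the data were examined and tested by limma's camera function with an inter-gene correlation of 0.01, adjusted over 6 lists and 2 comparisons. KEGG and GO annotations were compared by Fisher's exact test, with the genes tested in both comparisons that carry an annotation as the background. R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9 were used.

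Except for HLA-DMA and HLA-DQB1, the genes named in the text were fixed by a rule before the data were examined. They are the genes the paper names in its RNA sequencing results or shows in Fig. 4e, those whose proteins were blotted in Fig. 3E and Fig. 4f, and members of the tested lists. In each comparison with MHCC97L the rule adds the 3 largest rises and the 3 largest falls among genes with an adjusted p under 0.05 and at least 10 counts in every library of the higher group. It also adds up to 3 genes with an adjusted p under 0.05 in both lines and opposite directions. HLA-DMA and HLA-DQB1 were looked at because HLA-DPB1 and HLA-DRB1 had risen. NOV is the symbol under which the tables list CCN3.

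The GC content and length of a gene were those of its longest transcript in GENCODE release 29, found for 19218 of the 20030 genes, 13518 by RefSeq accession and 5700 by symbol. For the correction for GC content and gene length, each library's deviation in log2 CPM from the mean of the libraries was fitted across genes by natural splines with 5 degrees of freedom for GC content and 5 for log2 length, and the fitted values entered edgeR as offsets. This correction, alone and together with the replicate block, was chosen after seeing the data.

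The alternatives set before the data were examined were DESeq2's Wald test with and without a filter on low counts, DESeq2's size factors or total counts in place of TMM normalization, no filter, and at least 10 counts in every library. They further comprised the replicate number as a block, all 9 libraries in one fit, and limma-trend on log2(FPKM + 1) or log2(FPKM + 0.1). The remaining ones were an ordinary linear model per gene on log2(FPKM + 1), removal of the 10 genes with the most counts, other thresholds, and leaving out each library in turn. The pairing used for the block comes from the replicate numbers in the sample labels, and neither the labels nor the paper say that libraries with one number were prepared together.

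The scripts were tested on simulated counts drawn from the means and library sizes of these data, with 200 changed genes. The changed genes all had the same size of change, up or down, and counts well above the filter. With a dispersion of 0.03, as between the resistant lines, 200 of the 200 changed genes had an adjusted p under 0.05, with 15 false calls among 11967 tested genes. With a dispersion of 0.17, as in the comparisons with MHCC97L, 124 of the 200 were recovered with 3 false calls among 11958 tested genes, and 534 unchanged genes met the unadjusted criterion. With a dispersion of 0.03 and a GC trend added to 1 MHCC97L library, 119 of the 200 were recovered without the correction and 200 with it. The unadjusted criterion then held for 212 unchanged genes of 12000 tested without the correction and for 14 of 11891 with it. The planted trend followed the same GC content that the correction fits. This case therefore tests the code, not how well the correction suits these data. In a simulated test of 6 lists with 1 list shifted, that list alone was called, on 11991 genes. The reads themselves were not analysed here, and the drug screens, viability assays, blots, stains and xenografts were left out, since the tables hold no values for them.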

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

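The tests of explanations in this part were chosen after the results were seen.

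The paper compares each resistant line with MHCC97L but not the resistant lines with each other. In that comparison, 556 of 11994 genes had an edgeR adjusted p under 0.05, 254 higher and 302 lower in MHCC97L-Src. With the replicate number as a block there were 406 genes. The mean correlation of same-numbered libraries was -0.106, with -0.2709 to 0.0286 over the pairs. Libraries with different numbers gave 0.0530, which is not independent of this mean. FN1 moved in opposite directions against MHCC97L, by -1.19 in MHCC97L-Src (edgeR adjusted p = 0.0364) and by 1.22 in MHCC97L-Oxa (edgeR adjusted p = 0.0428). Over the alternatives, these adjusted p-values ranged from 0.0026 to 0.192 and from 8.07e-06 to 0.316. The difference between the resistant lines in FN1 was -2.41 (standard error 0.11, edgeR adjusted p = 4.85e-06). Among the genes of Fig. 4e, the difference of MHCC97L-Src from MHCC97L-Oxa was -0.95 for NKD2 (edgeR adjusted p = 0.0284), -2.10 for DKK1 (edgeR adjusted p = 0.0025), 2.27 for SERPINF1 (edgeR adjusted p = 0.0124) and 1.53 for NOV (edgeR adjusted p = 0.0042). In each of these 5 genes, the 3 libraries of one resistant line were all above the 3 of the other. They were picked for their difference between the lines, so the 10% of genes that part by chance does not apply to them. After the correction for GC content and gene length, 1225 genes had an adjusted p under 0.05, and 526 of the 556 were among them. After thinning every library to the smallest total there were 530 genes, 527 of them among the 556. The 10 highest genes took shares of the counts that differed by 0.0849 percentage points between the lines. GC content and library size therefore leave most of the 556 genes unexplained. Of the 4 splits of these 6 libraries that part every same-numbered pair, 1, the real one, gave as many genes. The 3 others exchange 1 pair and gave 0 genes at an adjusted p under 0.05, with 185 to 1061 at an unadjusted p under 0.05. A set of 4 splits cannot give a share under 0.05, so this count by itself cannot tell the difference apart from an accidental grouping. The libraries of each group come from the same line, so the p-values do not measure the spread between separately selected lines. The lines may differ through the drug each was selected in. Other changes that arose while each line was derived cannot be told apart from an effect of the drug.

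Several genes outside those the paper discusses were at or near 0 counts in MHCC97L and rose in a resistant line. In MHCC97L-Src, GAL3ST1 was at least 6.94-fold higher, and LOC101927503 rose by 6.49 on the log2 scale from 10 counts in each MHCC97L library. In MHCC97L-Oxa, TREM1 was at least 36.9-fold higher, HLA-DPB1 at least 8.56-fold and HLA-DRB1 at least 8.20-fold. TREM1 was also at least 10.9-fold higher in MHCC97L-Src. Of the 13 HLA class II genes listed, 8 had more counts in every MHCC97L-Oxa library than in every MHCC97L library, HLA-DQB1 among them on 3, 1 and 1 counts against 0. The family was looked at because HLA-DPB1 and HLA-DRB1, which are among the 8, had risen, so the 10% of genes that part by chance does not apply. GC content was tested on TREM1. With the correction for GC content and gene length, its edgeR adjusted p was 0.0037 in MHCC97L-Src and 0.0013 in MHCC97L-Oxa, and over all alternatives it ranged from 4.87e-07 to 0.204 and from 8.54e-09 to 0.0929. The 8 HLA genes belong to a family of similar genes, so reads of one could be counted on another. The 13 genes together had 89 to 139 counts in MHCC97L libraries, 619 to 713 in MHCC97L-Oxa libraries and 369 to 509 in MHCC97L-Src libraries, most of them on HLA-DMA. Without HLA-DMA they had 7 to 19, 159 to 205 and 27 to 54, so reads moved within the family do not explain its rise. The rise of TREM1 may be a property of the resistant lines, but RNA from other cells is not ruled out as a source of any of these rises. Which members of the HLA class II family the reads belong to cannot be told. For LOC101927503 no GC content is known, and no explanation was tested.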

How the results depend on the processing

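No test of an explanation is given in this part. The counts of genes are those at an unadjusted p under 0.05 with an absolute log2 fold change over 1 (2966 in MHCC97L-Src, 1951 in MHCC97L-Oxa, 1552 in both) and those at an adjusted p under 0.05 (256, 115 and 72, and 556 between the resistant lines). The alternatives were set before the data were examined, except the correction for GC content and gene length, with and without the block, which was chosen after seeing the data. For every change below, the cause was not tested unless a test is given under the other observations.

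ABCG1 rose in both lines under every alternative tried, by 1.40 to 4.94 on the log2 scale in MHCC97L-Src (adjusted p from 1.28e-24 to 0.0319) and by 1.36 to 4.83 in MHCC97L-Oxa (1.38e-25 to 0.105). Across the fits that each left out one library it rose by 4.36 to 4.94 and by 4.28 to 4.83, and in MHCC97L-Oxa 4 of these 6 fits had an adjusted p over 0.05. LXR targets rose in both lines under every alternative that gave a value. In MHCC97L-Oxa the adjusted p of this list was over 0.05 with the block and the GC and length correction together (mean 0.50, camera adjusted p = 0.0764, range over the alternatives 0.0066 to 0.0764; correlation of same-numbered libraries 0.0266) and in 1 fit that left out a library (range of the means 0.51 to 0.60).

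The counts in MHCC97L-Src, MHCC97L-Oxa and both at the unadjusted criterion were 657, 344 and 215 with limma-trend on log2(FPKM + 1), 535, 323 and 201 without its filter, 1515, 850 and 560 on log2(FPKM + 0.1), and 386, 291 and 169 with an ordinary linear model on log2(FPKM + 1). They were 1295, 994 and 621 with the GC and length correction. An adjusted p in place of the unadjusted one, with the same fold change, left 256, 115 and 72. Across the fits that each left out one library they were 1615 to 4387, 922 to 3902 and 555 to 3469. The replicate number as a block gave 975 in both, and with the block and the correction the counts were 1239, 961 and 578 (correlations of same-numbered libraries -0.0869 in MHCC97L-Src and 0.0266 in MHCC97L-Oxa).

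The counts at an adjusted p under 0.05 were 2114, 893 and 656 with DESeq2's Wald test, and 839 between the resistant lines. They were 2219, 944 and 693 with DESeq2 without a filter, 1373, 1616 and 878 with the GC and length correction (1225 between the resistant lines), and 1956, 495 and 402 with all 9 libraries in one fit (86 between the resistant lines). In MHCC97L-Src there were 702 without a filter, 162 with at least 10 counts in every library and 988 with the block. In MHCC97L-Oxa there were 211 with total counts, 252 with limma-trend on log2(FPKM + 1), 242 without its filter, 256 on log2(FPKM + 0.1), 203 with the ordinary linear model, and 752 with the block and the correction. In both there were 109 with total counts, 111 without a filter, 135 on log2(FPKM + 0.1), 111 on log2(FPKM + 1) without a filter, and 185 with the block and the correction. The ordinary linear model gave 266 between the resistant lines. Across the fits that each left out one library, the counts were 22 to 3419, 2 to 2705 and 2 to 2355, and 167 to 1617 between the resistant lines.

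Of the paper's drug resistance genes, 7 met the unadjusted criterion in both lines, against 3 on log2(FPKM + 1) with limma-trend, with and without a filter, 3 with the ordinary linear model, 4 with the GC and length correction, and 5 to 13 across the fits that each left out one library. Of the Wnt genes 9 met it, against 3 on log2(FPKM + 1) with and without a filter, 4 on log2(FPKM + 0.1), 2 with the ordinary linear model, 3 with the correction, 3 with the block and the correction, and 6 to 13 across the fits that each left out one library.

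The mean of the beta-catenin targets in MHCC97L-Src, -0.0034, became 0.09 with DESeq2's size factors and 0.28 without the genes the paper lists, and ran from -0.11 to 0.15 across the fits that each left out one library. In MHCC97L-Oxa it was 0.037, against -0.084 without a filter, -0.023 with at least 10 counts in every library, -0.088 with all 9 libraries, -0.047 on log2(FPKM + 1), -0.053 without its filter and -0.085 without the 10 genes with the most counts (-0.19 to 0.24 across the fits that each left out one library). The p53 targets in MHCC97L-Src rose by 0.10, against 0.17 on log2(FPKM + 1) with a filter (limma camera adjusted p = 0.0417) and without (0.0327, range over the alternatives 0.0327 to 0.304), and -0.027 without the genes the paper lists. In MHCC97L-Oxa the p53 targets had an adjusted p over 0.05 in 1 fit that left out a library (range of the means 0.31 to 0.56). The mesenchymal genes in MHCC97L-Oxa, at 0.24, had an adjusted p over 0.05 without a filter (0.26), with the GC and length correction (0.36), with this and the block (0.36), with ranks in camera (0.24), and in 3 fits that left out a library (0.21 to 0.39). The epithelial genes in MHCC97L-Oxa, at -0.08, changed by 0.024 without a filter, 0.073 with at least 10 counts in every library, 0.026 on log2(FPKM + 1) and 0.010 without its filter (-0.13 to 0.015 across the fits that each left out one library). DESeq2's Wald test and the ordinary linear model give no value for these lists.

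NOV in MHCC97L-Oxa changed by -0.06, against 0.020 with DESeq2's Wald test, 0.025 without its filter, 0.020 with DESeq2's size factors, 0.0011 without a filter, 0.073 with the block, 0.050 on log2(FPKM + 0.1), 0.35 with the GC and length correction and 0.36 with this and the block (correlation of same-numbered libraries 0.0266). With the correction, and with the correction and the block, BCL2 in MHCC97L-Src changed by 0.41 and 0.39 against -0.37, PCNA by 0.10 and 0.13 against -0.51 in MHCC97L-Src and by 0.19 and 0.22 against -0.29 in MHCC97L-Oxa, and FGF2 in MHCC97L-Oxa by 0.10 and 0.16 against -0.85. Across the fits that each left out one library, NOV in MHCC97L-Oxa ran from -0.29 to 0.63, BCL2 in MHCC97L-Src from -0.66 to 0.23, PCNA from -0.79 to 0.22 and from -0.56 to 0.50, PDGFRB in MHCC97L-Oxa from -0.24 to 0.070 and SRC in MHCC97L-Oxa from -0.59 to 0.011. For single genes named in the text, 226 values under an alternative passed the threshold where the reported value did not, 144 no longer passed it, 24 reversed, and 1549 kept direction and side of the threshold.

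The share of falling genes at the unadjusted criterion was 76.7% in MHCC97L-Src and 71.4% in MHCC97L-Oxa, 73.0% and 66.1% with DESeq2's size factors, and 76.9% and 65.3% with total counts. It was 60.3% and 29.1% on log2(FPKM + 1), 65.5% and 39.9% on log2(FPKM + 0.1), 51.3% and 44.8% with the GC and length correction, and 59.2% and 26.8% without MHCC97L replicate 1. More genes rose than fell in both lines with the ordinary linear model (33.4% and 16.8% falling) and with the block and the correction (43.9% and 39.8% falling; correlations of same-numbered libraries -0.0869 and 0.0266). Without a filter on log2(FPKM + 1) the shares were 51.0% and 24.1%, and with the block alone 75.8% and 58.8%. The median log2 fold change of all genes was -0.16 and -0.19, and -0.05 and -0.07 with the correction. With 3 libraries per line and the spread among the MHCC97L libraries, a dispersion as in these comparisons let 124 of 200 simulated changed genes reach an adjusted p under 0.05. These genes had changes of equal size and counts well above the filter, and the simulated noise held no GC trend. The share is therefore not a general rate of recovery. SERPINF1 had too few counts to be tested in MHCC97L-Oxa. Fold rises of genes at or under the floor of 3 counts in every MHCC97L library are given as lower bounds.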

Differences from the paper's values

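No test of an explanation is given in this part. For MHCC97L-Src against MHCC97L, the paper's reported number of altered genes is 1172, and 2966 genes had an unadjusted p under 0.05 and an absolute log2 fold change over 1. Among the alternatives set before the data were examined, limma-trend on log2(FPKM + 0.1) gave 1515 genes and leaving out MHCC97L replicate 1 gave 1615, both within 1.5 times the paper's number, and none of the others closed the gap at this criterion. The correction for GC content and gene length, chosen after seeing the values, gave 1295 genes, and 1239 together with the replicate block. The paper's reported number of genes that fell is 645, against 2275 here. Of the alternatives set before the data were examined, leaving out MHCC97L replicate 1 gave 956 and the others did not close the gap at this criterion, while the correction chosen after seeing the values gave 664 without the block and 544 with it. At an adjusted p under 0.05 instead, the block, set before the data were examined, gave 988 genes, 681 of them falling, and no filter gave 434 that fell (correlation of same-numbered libraries -0.0869). At this threshold, the correction chosen after seeing the values gave 1373 genes, 639 of them falling. Together with the block it gave 283 genes, 118 of them falling, which is far from the paper's numbers.

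For MHCC97L-Oxa against MHCC97L, the paper's reported number of altered genes is 720, against 1951 here. Among the alternatives set before the data were examined, limma-trend on log2(FPKM + 0.1) gave 850 genes, and leaving out MHCC97L replicate 1, MHCC97L-Oxa replicate 1 or MHCC97L-Oxa replicate 2 gave 922, 989 and 1003, while the others did not close the gap at this criterion. The correction for GC content and gene length, chosen after seeing the values, gave 994, and 961 with the block. The paper's reported number of genes that fell is 265, against 1393 here. Here limma-trend on log2(FPKM + 0.1) gave 339 and leaving out MHCC97L replicate 1 gave 247, the others set before the data were examined did not close the gap at this criterion, and the correction with the block, chosen after seeing the values, gave 382. At an adjusted p under 0.05 instead, DESeq2's Wald test gave 893 genes (322 falling) and 944 without a filter (367 falling), and all 9 libraries in one fit gave 495. At this threshold, the correction with the block, chosen after seeing the values, gave 752 genes, 300 of them falling (correlation of same-numbered libraries 0.0266). Without the block the correction gave 1616 genes, 797 of them falling, which is far from the paper's numbers.

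The paper's reported overlap is 458 genes, against 1552 here. Of the alternatives set before the data were examined, limma-trend on log2(FPKM + 0.1) gave 560 and leaving out MHCC97L replicate 1 gave 555, and the others did not close the gap at this criterion. At an adjusted p under 0.05 instead, DESeq2's Wald test gave 656, all 9 libraries in one fit 402 and leaving out MHCC97L replicate 1 gave 515. The correction chosen after seeing the values gave 621 at the unadjusted criterion, and 578 with the block. At an adjusted p under 0.05 it gave 878, and 185 with the block. The paper's reported number of drug resistance genes among the shared genes is 20, against 7 here, and none of the alternatives closed the gap. The paper's reported number of Wnt genes is 16, against 9 here. Of the alternatives set before the data were examined, DESeq2's Wald test without a filter gave 12, edgeR without a filter 11, all 9 libraries in one fit 11 and leaving out MHCC97L replicate 2 gave 13, and the others did not close the gap. At least 1 of the resistant lines, rather than both, met the criterion for 20 of the 21 listed drug resistance genes and for 14 of the 16 Wnt genes.

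The paper's fold change of ABCG1 in MHCC97L-Oxa is about 13 in Fig. 4e, read by eye, against 21.9 here. Of the alternatives set before the data were examined, limma-trend on log2(FPKM + 0.1) gave 10.6 and leaving out MHCC97L replicate 1 gave 19.5, and the others did not close the gap. The paper's fold change of PLCB2 in MHCC97L-Src is about 3.4 in Fig. 4e, read by eye, against 0.728 here, and none of the alternatives closed the gap.

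The paper names as altered in both lines several genes that met the criterion here in both lines under other settings only. ATM met it under DESeq2's Wald test with and without a filter, under all 9 libraries in one fit and without MHCC97L replicate 2. NRG2 met it in edgeR without a filter on low counts and in the fit of all 9 libraries. TOP2A met it under DESeq2's Wald test with the filter, in edgeR without a filter, in the fit of all 9 libraries, and without MHCC97L replicate 2 or MHCC97L-Oxa replicate 3. PIK3CA met it without MHCC97L replicate 2 or MHCC97L-Oxa replicate 3. RAC2 met it under DESeq2's Wald test with and without a filter, with DESeq2's size factors in edgeR, and without MHCC97L replicate 2 or 3. TCF7L1 met it under DESeq2's Wald test without a filter, in edgeR without a filter, in the fit of all 9 libraries, and without MHCC97L replicate 1, MHCC97L replicate 2 or MHCC97L-Oxa replicate 2. WNT5B met it under DESeq2's Wald test and in edgeR, both without a filter, in the fit of all 9 libraries, and without MHCC97L replicate 2 or 3. CDKN1A, FGF2, MMP2 and PLCB4 met it without MHCC97L replicate 2. BIK, ERBB3, IL6, JAG1, PDGFRB, SHC4, VEGFA, PLCB2, SERPINF1 and AXIN2 met it in both lines under none of the settings. At other thresholds VEGFA passed in both lines, namely at an unadjusted p under 0.05 whatever the fold change, and at an adjusted p under 0.05 with DESeq2's Wald test with the filter and with all 9 libraries in one fit. CDKN1A, MMP2 and RAC2 also passed at an unadjusted p under 0.05 whatever the fold change. At an adjusted p under 0.05, MMP2 passed with all 9 libraries in one fit, and RAC2 with DESeq2's Wald test with and without a filter and without MHCC97L replicate 1. Without MHCC97L replicate 2, ATM, CDKN1A, MMP2, TOP2A, PLCB4 and RAC2 passed it. With the correction for GC content and gene length, chosen after seeing the values, MMP2 and RAC2 passed it. The paper lists DKK1 with the proteins that were upregulated, and the RNA of DKK1 changed by -4.53 in MHCC97L-Src and by -2.42 in MHCC97L-Oxa on the log2 scale. Fig. 4e lists DKK1 RNA as lower in both lines too, at about 0.05 and about 0.19, read by eye. The paper describes all of its own shared genes as related to the same processes. Of the 1552 genes shared here, 24.9% of those with a GO term carried a term naming any of them. Only terms with these words in their names were matched, so the share does not test the paper's description. The paper describes OCT4 protein as upregulated in both lines, and POU5F1, which encodes it, had 0 counts in all 9 libraries.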

Other observations

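The tests of gene length, of the share of the 10 highest genes and of library size on the changed genes, of shared MHCC97L libraries, and of the beta-catenin and LXR lists were written down before the data were examined. The other tests in this part, among them every test of GC content, of thinning and of other splits of the libraries, were chosen after the results were seen.

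The MHCC97L libraries differed from one another more than the libraries of each resistant line did. The lowest correlation in log2 CPM was 0.859 among MHCC97L libraries and 0.969 within a resistant line. After each library was corrected for GC content and gene length, these values were 0.954 and 0.977, which left 0.206 of the gap. Gene length alone explained 12.4% of the variance of the deviation of MHCC97L replicate 1, and GC content alone 65.8%, so a smaller part of length cannot be separated from GC content. The total of this library, 17655465 counts, lay within the range of the other 8. Without the 10 highest genes the lowest correlation changed by -0.00118. No gene (0 of 20030) was present in the other 8 libraries and absent from MHCC97L replicate 1, or the reverse. The same holds for each of the 9 libraries, and a library exchanged between these lines would not show in this count. ABCG1 had 14 to 31 counts in MHCC97L libraries and at least 420 in each library of the resistant lines, so an exchange of an MHCC97L library with a resistant line does not explain the difference. A GC-dependent step in library preparation or sequencing is a candidate explanation. The labels give no batch, and no biological explanation was tested.

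Across genes, the log2 fold change followed GC content, with a Spearman's rho of 0.701 in MHCC97L-Src and 0.637 in MHCC97L-Oxa, and gene length, with a rho of -0.313 and -0.304. With the correction for both, rho with GC content was 0.0490 and 0.0528. In the comparison of MHCC97L-Src with MHCC97L-Oxa, which holds no MHCC97L library, rho with GC content was 0.450, and -0.0011 with the correction. The share of falling genes among those that met the unadjusted criterion went from 76.7% to 51.3% in MHCC97L-Src and from 71.4% to 44.8% in MHCC97L-Oxa. The excess of falling genes may therefore come from GC-dependent differences among the libraries, those of MHCC97L included. A real change that follows GC content would be removed by the correction too. Of the 256 and 115 genes with an adjusted p under 0.05, 247 and 114 still had one after the correction, so the trend with GC content does not fully explain these genes. The shares of the counts taken by the 10 highest genes differed by 0.429 and 0.344 percentage points, and the ratio of the median totals was 0.976 and 1.01. Each MHCC97L-Src library was smaller than each MHCC97L library, so depth and line cannot be told apart by this ratio. After thinning every library to the smallest total, 2956 and 1967 genes met the criterion, close to the 2966 and 1951 before it. Of the 16 genes of the paper's drug resistance and Wnt lists that met the criterion in both lines, 7 also met it with the correction.

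The shared MHCC97L libraries could raise the overlap of the lines. The log2 fold changes of the lines correlated at 0.868 across genes with all MHCC97L libraries in both comparisons. When each line was compared with different MHCC97L libraries, the mean correlation over 6 assignments was 0.485 (0.140 to 0.689), which is 0.559 of the value with shared libraries. With the correction for GC content and gene length this ratio was 0.644. The remaining correlation has no shared control, and how much of the overlap in genes comes from the shared libraries cannot be told.

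For the count of genes in each comparison with MHCC97L, 4 splits of the 6 libraries part every same-numbered pair, and the 3 other than the real one exchange 1 pair. In MHCC97L-Src, 1 of the 4 splits, the real one, gave as many as 2966 genes at the unadjusted criterion, and the others gave 11 to 1383. In MHCC97L-Oxa, 1 of the 4 gave as many as 1951 genes, and the others gave 10 to 1857. At an adjusted p under 0.05, 1 of the 4 gave as many genes in each line, and the others gave 0 (11 to 1387 and 10 to 1870 at an unadjusted p under 0.05). A set of 4 splits cannot give a share under 0.05. For the overlap, 100 of the 108 ways to exchange the line labels within a replicate number were drawn, the real one included. Of these, 8 gave at least 1552 shared genes at the unadjusted criterion, and 2 gave at least 72 with an adjusted p under 0.05. As many genes of the paper's lists met the criterion in both lines in 5 of the 100 for drug resistance and in 4 of the 100 for Wnt signaling. Of the 100, 4 keep the MHCC97L libraries as the control, the real one among them, and exchange labels between the resistant lines only, which by itself keeps much of an overlap. They make up 4 of the 8, 1 of the 2, 4 of the 5 and 4 of the 4, so these shares are not rates of chance.

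Whether the rise of ABCG1 goes with other targets of beta-catenin or with other targets of LXR was tested on lists. The beta-catenin targets had a mean log2 fold change of -0.0034 in MHCC97L-Src, with 10 of 12 tested genes rising (camera adjusted p = 0.195), and of 0.037 in MHCC97L-Oxa, with 6 of 11 rising (camera adjusted p = 0.442). Of these targets, the paper lists DKK1 (dickkopf WNT signaling pathway inhibitor 1), which fell, and AXIN2, which rose by 1.65 and 0.59. Without both, the means were 0.28 and 0.24, with limma camera adjusted p-values of 0.0851 and 0.224. The mean without DKK1 alone was not computed. Over the alternatives the adjusted p ranged from 0.0851 to 0.476 and from 0.198 to 0.899. The LXR targets other than ABCG1 rose by a mean of 0.77 in MHCC97L-Src, with 10 of 11 tested genes rising (camera adjusted p = 0.0010), and by 0.53 in MHCC97L-Oxa, with 10 of 12 rising (camera adjusted p = 0.0073). Over the alternatives the adjusted p ranged from 4.78e-04 to 0.0117 and from 0.0066 to 0.0764. With the replicate number as a block the means were the same, with adjusted p-values of 0.0066 in both lines (correlation of same-numbered libraries -0.0869 and 0.0266). In each line 1 of the 4 splits, the real one, gave a mean as far from the median gene, at a distance of 0.897 in MHCC97L-Src (0.0555 to 0.415 in the others) and of 0.657 in MHCC97L-Oxa (0.0813 to 0.310 in the others). The data fit a rise of LXR targets as a whole, and for the beta-catenin targets camera gave no adjusted p under 0.05 in either line. In MHCC97L-Src 10 of 12 beta-catenin targets rose, so a rise of these targets in that line is not ruled out. Of the LXR targets other than ABCG1, only SREBF1 in MHCC97L-Src had an edgeR adjusted p under 0.05 (0.0497). The paper reports that the Wnt inhibitor KYA1797K lowered ABCG1 protein in MHCC97L-Src, Hep3B-Src and the wild-type lines (Fig. 5A). These lists measure RNA and do not exclude a part of Wnt signaling. Activation of LXR may also take part in the rise of ABCG1. The 4 splits by themselves cannot tell this apart from an accidental grouping of the libraries, and LXR activity was not measured.

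The p53 targets rose by a mean of 0.10 in MHCC97L-Src (11 of 19 genes rising, camera adjusted p = 0.156) and of 0.37 in MHCC97L-Oxa (14 of 19 rising, camera adjusted p = 0.0051). The mesenchymal genes changed by a mean of -0.42 in MHCC97L-Src (8 of 18 rising, camera adjusted p = 0.448) and of 0.24 in MHCC97L-Oxa (13 of 18 rising, camera adjusted p = 0.0311). Proliferation genes changed by -0.53 and -0.42 (camera adjusted p = 0.230 and 0.169) and epithelial genes by 0.33 and -0.08 (camera adjusted p = 0.230 and 0.930). For the p53 targets and for the mesenchymal genes in MHCC97L-Oxa, 1 of the 4 splits, the real one, gave a mean as far from the median gene. These means were the same with the replicate number as a block, where the adjusted p was 0.0066 for p53 targets and 0.0473 for mesenchymal genes in MHCC97L-Oxa, with ranges over the alternatives of 0.0016 to 0.091 and 0.0127 to 0.113 (correlation of same-numbered libraries 0.0266). The difference between the lines was not tested.

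The proteins blotted in Fig. 3E have these RNA values. CDH1 (E-cadherin) changed by -2.13 in MHCC97L-Src (edgeR adjusted p = 0.0769) and by -2.51 in MHCC97L-Oxa (edgeR adjusted p = 0.0580), from 19, 19 and 15 counts in MHCC97L. VIM changed by -0.21 and 0.35 (edgeR adjusted p = 0.598 and 0.341). PCNA changed by -0.51 and -0.29 (edgeR adjusted p = 0.444 and 0.670), and by 0.10 and 0.19 after the correction for GC content and gene length. POU5F1 (OCT4) had 0 counts in all 9 libraries. SRC changed by -0.44 and -0.17 (edgeR adjusted p = 0.569 and 0.836), and BCL2 by -0.37 and -0.91 (edgeR adjusted p = 0.645 and 0.274).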
